# The transcription factor OCT6 promotes the dissolution of the naïve pluripotent state by repressing *Nanog* and activating a formative state gene regulatory network

**DOI:** 10.1038/s41598-024-59247-5

**Published:** 2024-05-07

**Authors:** Ariel Waisman, Federico Sevlever, Denisse Saulnier, Marcos Francia, Renata Blanco, Guadalupe Amín, Antonella Lombardi, Celeste Biani, María Belén Palma, Agustina Scarafía, Joaquín Smucler, Alejandro La Greca, Lucía Moro, Gustavo Sevlever, Alejandra Guberman, Santiago Miriuka

**Keywords:** Embryonic stem cells, Transcriptional regulatory elements, Transcriptomics

## Abstract

In the mouse embryo, the transition from the preimplantation to the postimplantation epiblast is governed by changes in the gene regulatory network (GRN) that lead to transcriptional, epigenetic, and functional changes. This transition can be faithfully recapitulated in vitro by the differentiation of mouse embryonic stem cells (mESCs) to epiblast-like cells (EpiLCs), that reside in naïve and formative states of pluripotency, respectively. However, the GRN that drives this conversion is not fully elucidated. Here we demonstrate that the transcription factor OCT6 is a key driver of this process. Firstly, we show that Oct6 is not expressed in mESCs but is rapidly induced as cells exit the naïve pluripotent state. By deleting *Oct6* in mESCs, we find that knockout cells fail to acquire the typical morphological changes associated with the formative state when induced to differentiate. Additionally, the key naïve pluripotency TFs *Nanog, Klf2, Nr5a2, Prdm14,* and *Esrrb* were expressed at higher levels than in wild-type cells, indicating an incomplete dismantling of the naïve pluripotency GRN. Conversely, premature expression of *Oct*6 in naïve cells triggered a rapid morphological transformation mirroring differentiation, that was accompanied by the upregulation of the endogenous *Oct6* as well as the formative genes *Sox3*, *Zic2/3, Foxp1, Dnmt3A* and *FGF5.* Strikingly, we found that OCT6 represses *Nanog* in a bistable manner and that this regulation is at the transcriptional level. Moreover, our findings also reveal that *Oct6* is repressed by NANOG. Collectively, our results establish OCT6 as a key TF in the dissolution of the naïve pluripotent state and support a model where *Oct6* and *Nanog* form a double negative feedback loop which could act as an important toggle mediating the transition to the formative state.

## Introduction

During early mammalian development, cells of the pre-implantation epiblast have the capacity to differentiate into all the cell types of the organism, a property known as pluripotency. This feature persists in the post-implantation epiblast and is present until the time of gastrulation, when the three embryonic germ layers emerge^1^. Pluripotency exists in a continuum of states but has recently been subdivided into three subtypes that are linked to the different stages of epiblast development. Thus, pre-implantation epiblast cells are referred to be in a naïve pluripotent state, while early and late post-implantation epiblast cells display formative and primed pluripotency, respectively^2^. These different subtypes are characterized by changes in their transcriptional, epigenetic, metabolic as well as functional properties^3^.

In mice, the transition between the naïve and formative states can be faithfully recapitulated in vitro with the use of mouse embryonic stem cells (mESCs). They represent an invaluable tool for investigating the mechanisms underlying early mammalian development, as they possess the capacity to self-renew indefinitely while retaining naïve pluripotency^4^. Importantly, they can be induced to differentiate to epiblast-like cells (EpiLCs), a transitory cell population obtained after the removal of the media components that support naive pluripotency. EpiLCs are in a formative state of pluripotency, similar to the early post-implantation epiblast, and are characterized by the downregulation of the naive transcription factors (TFs) Esrrb and Klf4, the expression of markers such as *Fgf5* and *Dnmt3A*, X-chromosome inactivation in female cells and a state-specific epigenetic landscape^3,5^. The conversion from mESCs to EpiLCs thus constitutes an excellent model for studying the molecular mechanisms of pluripotency conversion and changes in cell identity.

Central to these developmental transitions are the gene regulatory networks (GRNs) that orchestrate the precise control of gene expression, guiding cellular fate decisions. GRNs comprise a complex interplay of transcription factors (TFs), signaling molecules, and epigenetic modifiers that act in concert to regulate the dynamic patterns of gene expression during development^6,7^. An important aspect of GRNs are the intricate architectural features known as "network motifs", i.e., the recurring patterns of gene interactions within the regulatory networks^8^. Each network motif performs a defined information processing function within the network and some of them, such as the double negative feedback loop, can lead to “toggle switches” between different cell states^9^. Thus, delineating the circuitry of interactions among different TFs is key to understanding the molecular mechanisms that govern cell fate decisions.

Among the key regulatory components, *Oct4*, *Sox2*, and *Nanog* constitute the core pluripotency TFs. They act by activating the expression of other pluripotency-associated factors and simultaneously repressing lineage-specific genes, while also upregulating their own gene expression and that of each other^10,11^. While *Oct4* and *Sox2* are fundamental for the formation of the inner cell mass (ICM) and the maintenance of the pluripotent state of mESCs, *Nanog* is important for the acquisition of pluripotency but dispensable once it is achieved^12^. Interestingly, although *Nanog* is expressed in mESCs and in the late post-implantation like epiblast stem cells (EpiSCs), its expression is transiently downregulated as cells differentiate to EpiLCs^5,10,13^. Conversely, other TFs are necessary for a proper induction of formative pluripotency. Although both *Oct4* and *Otx2* are expressed in naïve mESCs, their reorganization to new enhancers has been shown to be required for the correct acquisition of a formative identity^14^. In addition, *Otx2* as well as *Foxd3* promote the transition to formative pluripotency by coordinating the silencing of naïve genes and the activation of early post-implantation epiblast markers^15,16^. Interestingly, as is the case of *Oct4, Otx2*, and *Foxd3*, most of the TFs shown to be important in the formative GRN are also expressed in mESCs.

Here, we show that the TF *Oct6* is not expressed in ground-state mESCs but is rapidly induced as cells transition to formative pluripotency. *Oct6* is a well-established marker of formative and primed pluripotency^14^ and is important during the neural differentiation of mESCs^17^. However, its role in the transition to EpiLCs has not been extensively addressed*.* We show that the absence of Oct6 prevented the correct dismantling of the naïve TF circuitry in differentiating cells, partially blocking the morphological transformation observed in EpiLCs. Furthermore, premature expression of *Oct6* in naïve cells was sufficient to induce a morphology akin EpiLCs, while inducing formative genes like *Sox3*, *Dnmt3A*, *FGF5* and repressing *Nanog* in a bistable manner. Our results suggest that *Oct6* promotes the exit from naïve pluripotency through the repression of *Nanog* and the induction of formative specific genes. Collectively, our results show that *Oct6* and *Nanog* form a double negative feedback loop which could act as a toggle switch important for the transition to the formative state.

## Results

### *Oct6* is one of the earliest TFs induced during the exit from naïve pluripotency

To shed light on the conversion of GRNs from naïve to formative pluripotency, we initially focused on the TFs induced at early stages of differentiation, since they could be crucial to GRN restructuring. Based on a thorough study performed by Yang and collaborators^18^, we identified TFs that were upregulated in the first 6 h of the transition and remained highly expressed at 48 h (Fig. S1A). This preliminary analysis revealed known facilitators of formative pluripotency, such as *Otx2*, *Foxd3* and *c-Myc*^15,16,19^. Other TFs that exhibited this trend include the retinoic acid receptors *Rarg* and *Rxrg*, as well as *Myrf*, *Ar*, and *Aff3*. Interestingly, among these early-induced genes, *Oct6* (also known as *Pou3f1*) was the one that displayed the most important induction when comparing mESCs vs. 48 h EpiLCs, and it was significantly upregulated only 2 h after the onset of differentiation (Fig. 1A). In contrast, other formative markers such as *Fgf5*, *Otx2*, and *Dnmt3A* were upregulated at later time points. The rapid induction of *Oct6* transcription was accompanied by a significant decrease of the naïve TF *Klf4* expression at 2 h, whereas other naïve TFs such as *Nanog*, *Esrrb*, and *Tbx3* were downregulated at later time points. Quantitative immunofluorescence showed that OCT6 was not detected in naïve pluripotent ground state conditions and that its levels increased gradually as cells entered formative pluripotency, with all cells expressing this TF at 48 h of differentiation (Fig. 1B, Fig. S1B). In light of these results, we decided to assess the role of *Oct6* in the dissolution of naïve pluripotency.

**Figure 1:**
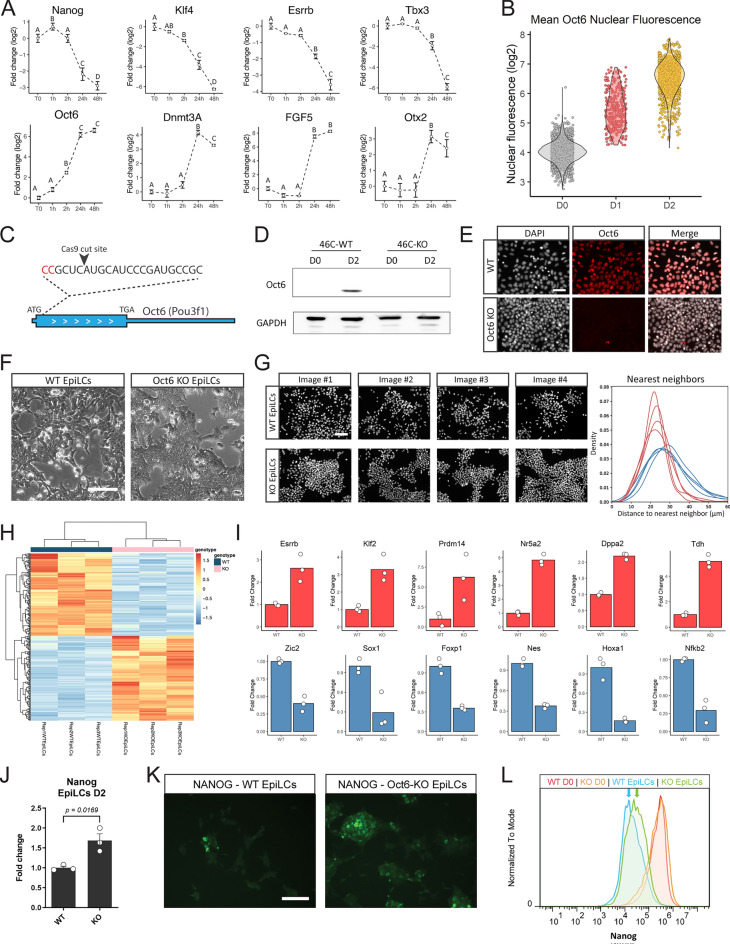
Loss of Oct6 affects the transition to formative pluripotency. (**A**) RT-qPCR analysis of naïve and formative pluripotency markers during the first hours of EpiLC differentiation. Results are presented as mean ± SEM for three independent replicates. Different letters indicate significant differences between time points (p < 0.05). (**B**) Quantification of nuclear OCT6 during EpiLC induction. The violin plot shows the distribution of OCT6 nuclear intensity for each timepoint and the circles show the mean fluorescence for individual cells. (**C**) Diagram of Oct6 genomic locus showing the sgRNA binding region for CRISPR/Cas9 mediated KO generation. (**D**) Representative immunoblot showing OCT6 depletion in Oct6 KO EpiLCs. GAPDH was used as a loading control. (**E**) Representative immunofluorescence of OCT6 in WT and KO 48 h EpiLCs. DAPI was used as a nuclear stain. Scale bar: 50 µm. (**F**) Morphological differences between WT and Oct6 KO cells induced to differentiate to EpiLCs. Brightfield micrographs of WT and Oct6 KO EpiLCs. Scale bar: 50 µm. (**G**) *Left.* Representative images of DAPI stained nuclei of WT and Oct6 KO EpiLCs. *Right*. Distribution of the distances to the nearest neighbor cells for all nuclei in the representative images (see Materials and Methods). (**H**) Heatmap of differentially expressed genes between WT and Oct6 KO EpiLCs as obtained from Deseq2 analysis. (**I**) Examples of DE gene expression for naïve pluripotency genes (top) and formative genes (bottom) from the RNA-seq results. (**J**) RT-qPCR analysis of Nanog in WT and Oct6 KO EpiLCs. Results are as presented as mean ± SEM for three independent replicates. (**K**) Representative immunofluorescence of NANOG in WT and Oct6 KO EpiLCs. Scale bar: 100 µm. (**L**) Flow cytometry analysis of Nanog expression showing higher expression in Oct6 KO cells compared to WT EpiLCs.

We then conducted an analysis of the *Oct6* promoter by examining previously published ChIP-seq experiments to identify potential cis-regulatory elements (CRE) and likely regulators influencing Oct6 expression^14,16,18,20–22^. We discovered two CREs located 10 and 12 kb upstream of the transcription start site, which we refer to as CRE#1 and CRE#2, respectively (Fig. S2). In mESCs maintained in 2i + LIF, the TFs OCT4, OTX2, NANOG, and ESRRB bind only to CRE#2 and not to CRE#1. Interestingly, EpiLCs presented a reorganization of OCT4 and OTX2 binding, with their occupancy extended to CRE#1. Moreover, this regulatory element exhibited an increased signal of the active enhancer marks H3K27ac and H3K4me1, along with open chromatin detected by ATAC-seq. These analyses collectively suggest that CRE#2 acts as a regulatory sequence specific to naïve pluripotency, potentially involved in repressing *Oct6* expression, while CRE#1 may function as an enhancer specific to EpiLCs.

### Absence of *Oct6* negatively affects the transition to formative pluripotency

To directly assess the role of *Oct6* in the transition to EpiLCs, we generated an *Oct6* knockout line (*Oct6-KO*) using CRISPR/Cas9 in 46C mESCs (Fig. 1C, Fig. S3A). Western blot and immunofluorescence analysis confirmed the lack of expression of OCT6 protein after induction to EpiLCs (Fig. 1D,E). Importantly, KO cells cultured in ground state conditions did not show any changes in morphology or the expression of the pluripotency transcription factor *Nanog* (Fig. S3B,C).

*Oct6* has been previously reported as a key player in neural progenitor cell (NPC) differentiation. We thus evaluated the ability of the *Oct6-KO* cells to differentiate to the neural lineage by taking advantage of 46C mESCs line, that expresses GFP under the control of the neural marker Sox1. As expected, *Oct6-KO* cells produced significantly lower rates of SOX1-GFP + cells than WT 46C cells after 6 days of differentiation (~ 60% vs. ~ 90% SOX1-GFP + cells, respectively) (Fig. S3D). These data are consistent with *Oct6* promoting neural induction, although its expression is not fundamental for the differentiation of NPCs.

We then addressed if *Oct6-KO* cells were affected in their differentiation capacity to EpiLCs. The transition from naïve to formative pluripotency is accompanied by important morphological changes. mESCs in the naïve ground state grow as tightly packed colonies with a dome shape. Upon EpiLC induction, cells quickly undergo a morphological conversion that includes flattening, diminished cell–cell interactions, and the formation of cellular protrusions^14,23^. Interestingly, we noticed that upon differentiation, *Oct6-KO* cells exhibited a more compact morphology with considerably fewer protrusions compared to parental WT cells (Fig. 1F). Indeed, quantification of the distribution of distances to each cell’s nearest neighbor both for WT and KO EpiLCs confirmed that *Oct6-KO* cells were more tightly packed and did not show colony-detached cells as in the case of WT EpiLCs (Fig. 1G). Thus, the absence of *Oct6* impairs the phenotypic changes observed as mESCs exit naïve pluripotency.

To further assess the role of Oct6 during differentiation we performed an RNA sequencing (RNA-seq) experiment on WT and *Oct6-KO* EpiLCs. 

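EpiLCs are the formative cells reached after 48 h of differentiation from naïve mESCs, and RNA-seq was performed on WT EpiLCs and Oct6 KO EpiLCs with 3 biological replicates of each. The parental WT line is 46C, in which the neural gene Sox1 drives GFP, and the KO line is a clone of it with a homozygous insertion in Oct6 (official symbol Pou3f1). The differentiation medium held 1% KSR, a serum replacement, together with bFGF and Activin A, for which the paper states 12 µg/ml and 20 µg/ml and the sample labels 12 ng/ml and 20 ng/ml. Libraries were made from total RNA with a stranded kit after removal of ribosomal RNA. The authors trimmed the reads with Fastp, mapped them to GRCm39 with STAR in two-pass mode, and deposited the raw counts of 55416 genes, listed by Ensembl identifier, without normalization. The paper's text names neither the annotation release, nor whether counting used the strand, nor how reads with several matches were treated. Gene names and positions given here come from GENCODE release M39 on GRCm39. The paper states a depth of 30 M reads per sample. The values reported here rest on the counts on genes, in which STAR counts a read pair as a single fragment. Each library held between 10995505 and 14680930 counts, with a median of 13202494 in WT EpiLCs and 13213843 in KO EpiLCs, and between 23223 and 24634 genes per library had a count. Counts were normalized for library size by edgeR's TMM method and are given as CPM, edgeR's counts relative to the library size. Oct6 itself (Pou3f1, ENSMUSG00000090125.4, chromosome 4) was counted in every library, with 2156, 1563 and 1805 counts in WT replicates 1 to 3 and 1567, 1825 and 1708 counts in KO replicates 1 to 3. Its mean was 142 ± 19.4 CPM (SD, n = 3) in WT EpiLCs and 132 ± 7.59 CPM (SD, n = 3) in KO EpiLCs, a log2 fold change of −0.10 (standard error 0.11, adjusted p = 0.574 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts on the gene do not separate transcripts with the insertion from those without it.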

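Genotype was the only term of edgeR's quasi-likelihood model, which covered the 15746 genes that passed edgeR's filter on low counts and gave a biological coefficient of variation of 11.7%. At an adjusted p-value (Benjamini-Hochberg) below 0.1, 3833 genes differed between WT EpiLCs and KO EpiLCs, of which 1864 were higher and 1969 lower in KO cells. An absolute log2 fold change of at least 1 was reached by 978 of them, 459 higher and 519 lower in KO cells. This count moved most when each gene was tested against a log2 fold change of 1 with edgeR's glmTreat, which left 128 genes, 66 higher and 62 lower. DESeq2's Wald test on unshrunken log2 fold changes gave 854 genes. The most changed genes were taken among those with an adjusted p below 0.1, an average log2 CPM of at least 1 and the same direction in each of the 3 pairs of replicates with the same number. The largest increase was that of Ptprd (ENSMUSG00000028399.19, chromosome 4 of GRCm39, 75859475 to 78130198), which had 0.815 ± 0.307 CPM (SD, n = 3) in WT EpiLCs and 15.4 ± 2.94 CPM in KO EpiLCs, a log2 fold change of 4.19 (standard error 0.27, adjusted p = 9.0e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Next came Tmprss11d on chromosome 5 with a log2 fold change of 3.65, Xlr5c and Xlr3c on the X chromosome with 2.80 and 2.78, and the transcribed pseudogene Gm48691 on chromosome 13 with 2.64. Xlr5c and Xlr3c have close paralogs, among which counting could have divided the reads. The largest decrease was that of Gm29695 (ENSMUSG00000118219.2, chromosome 1, 132118481 to 132137288), from 4.42 ± 0.466 CPM (SD, n = 3) to 0.543 ± 0.0579 CPM, a log2 fold change of −3.00 (standard error 0.34, adjusted p = 7.6e-06 from the same edgeR test). It was followed by Ighm (−2.97), Marveld3 (−2.60), Slc25a34 (−2.52) and Nwd1 (−2.52). The DE genes were spread unevenly over the chromosomes. Of the 471 genes tested on chromosome 16, 49 passed both thresholds and all 49 were higher in KO EpiLCs. On chromosome 6, 93 of 773 genes passed, 78 lower and 15 higher. Chromosome 16 held 2.65% ± 0.0471 of the counts (SD, n = 3) in WT EpiLCs and 4.01% ± 0.0409 in KO EpiLCs, and chromosome 6 held 6.32% ± 0.0617 and 4.89% ± 0.0116. The median log2 fold change, minus that of all genes tested, was 0.55 on chromosome 16 and −0.40 on chromosome 6. Limma's fry, a rotation test, asked whether the genes of a chromosome differed between genotypes. Its adjusted p-values were 4.5e-06 for chromosome 16 and 1.5e-05 for chromosome 6, with Benjamini-Hochberg adjustment over 20 chromosomes. A segmentation of the log2 fold changes along chromosome 6 divided it into a first part from 3333191 to 100264452 with a median of −0.52, a middle part from 100545217 to 137873470 with −0.055, and a last part from 138117314 to 149487111 with −0.51. The first boundary is uncertain, since a segmentation of replicate pair 1 alone placed it between 113695545 and 113705023. With these shifts removed from the KO libraries, an alternative chosen after seeing the data, 885 genes passed both thresholds.

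**Figure D1:**
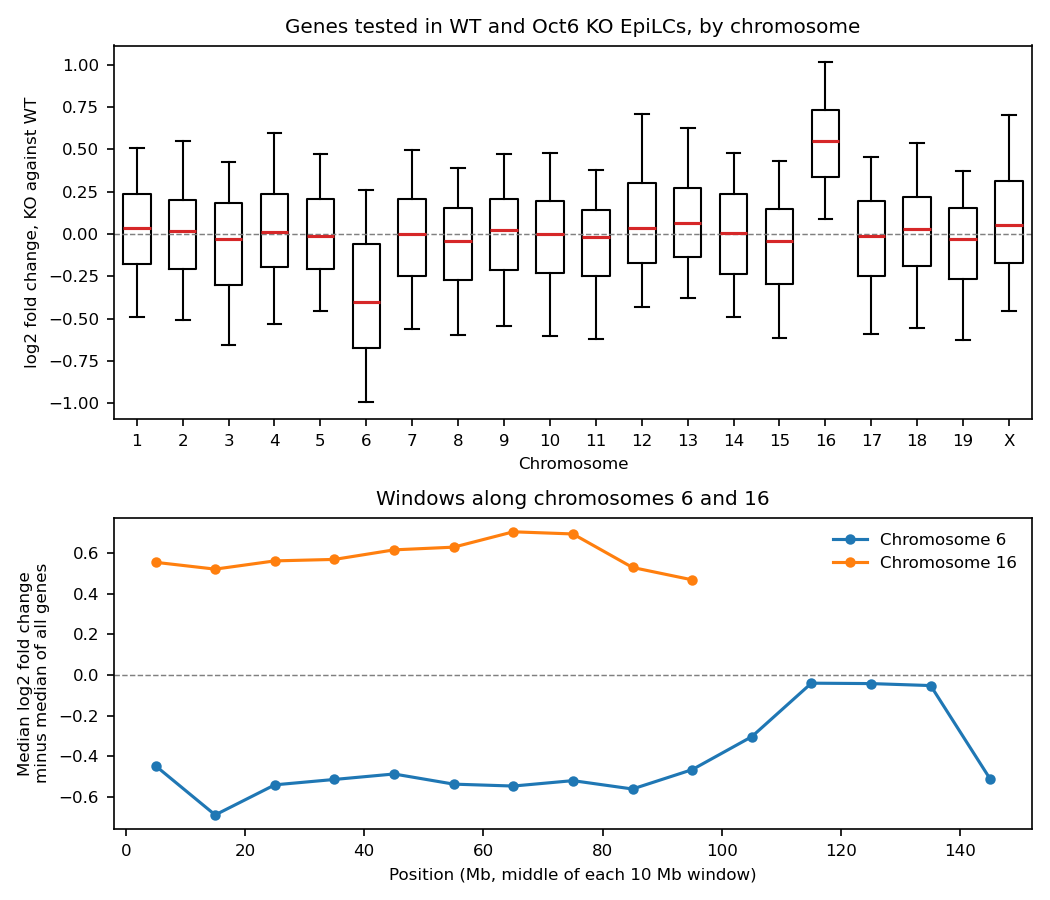
Top, log2 fold change of KO EpiLCs against WT EpiLCs (n = 3 libraries each) for the genes tested on each chromosome, with the median as a red line, the quartiles as a box, the 10th and 90th percentiles as whiskers and the median of all genes as a dashed line; bottom, median log2 fold change of the genes in each 10 Mb window along chromosomes 6 (blue) and 16 (orange), minus the median of all genes. The windows of chromosome 16 lie between 0.47 and 0.70, and those of chromosome 6 lie between −0.69 and −0.45 from 0 to 100 Mb, at −0.30 from 100 to 110 Mb and between −0.053 and −0.041 from 110 to 140 Mb.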

A total of 292 genes were differentially expressed (DE) with at least 1 log twofold change (Fig. 1H, Table S1). Functional annotation analysis of the DE genes with Gene Ontology (GO) revealed significant enrichment for the biological process term “regulation of cell motility” (GO:2000145) and the cellular component terms “plasma membrane bounded cell projection” (GO:0120025) and “cell leading edge” (GO:0031252), in agreement with the phenotypic effects previously observed (Table S2). Importantly, the GO term “cell differentiation” (GO:0030154) was also highly enriched, suggesting that KO EpiLCs may display alterations in their differentiation capacity. Among the DE genes, we found that key TFs associated with naïve pluripotency such as *Esrrb, Klf2, Nr5a2, Dppa2, Tdh, Zic3*, and *Prdm14* showed higher expression levels in KO cells compared to WT EpiLCs (Fig. 1I, Fig. S3E). 

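Tdh, Nr5a2, Klf2, Esrrb, Dppa2 and Prdm14 were higher in KO EpiLCs in each of the 3 pairs of replicates. Tdh (ENSMUSG00000021953.15, chromosome 14 of GRCm39, 63724585 to 63751098) had 16.4 ± 1.92 CPM (SD, n = 3) in WT EpiLCs and 84.7 ± 8.07 CPM in KO EpiLCs, a log2 fold change of 2.37 (standard error 0.12, adjusted p = 5.7e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nr5a2 (ENSMUSG00000026398.15, chromosome 1, 136770303 to 136888186) rose from 1.92 ± 0.246 to 9.31 ± 0.764 CPM, a log2 fold change of 2.27 (standard error 0.23, adjusted p = 1.9e-06 from the same edgeR test). For Klf2 (ENSMUSG00000055148.8, chromosome 8, 73072726 to 73075502), 3.66 ± 0.659 CPM in WT EpiLCs stood against 12.1 ± 2.83 CPM in KO EpiLCs, with a log2 fold change of 1.71. Esrrb (ENSMUSG00000021255.18, chromosome 12, 86407887 to 86568409) went from 15.9 ± 1.06 to 41.7 ± 9.79 CPM, a log2 fold change of 1.39. The standard errors of Klf2 and Esrrb were 0.22 and 0.15, and the adjusted p-values from the edgeR test 2.5e-05 and 5.3e-06. Dppa2 (ENSMUSG00000072419.6, chromosome 16, 48124105 to 48140618) had 59.6 ± 3.64 CPM in WT EpiLCs and 131 ± 5.55 CPM in KO EpiLCs, a log2 fold change of 1.13 (standard error 0.098, adjusted p = 2.9e-07 from the edgeR test), which is 0.58 above the median shift of the genes on chromosome 16. Prdm14 (ENSMUSG00000042414.8, chromosome 1, 13183405 to 13198351) was close to the lower limit of detection in WT EpiLCs, with 0.0746, 0.639 and 0.812 CPM in replicates 1 to 3 against 1.78, 3.16 and 4.59 CPM in KO EpiLCs. Its log2 fold change was 2.62 (standard error 0.51, adjusted p = 0.0011 from the edgeR test). Among the alternatives, Prdm14 moved most under DESeq2 with replicate block and ashr shrinkage, chosen after seeing the data, which gave 1.71, and leaving out each library in turn gave values from 2.10 to 3.22.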

Interestingly, although not detected in the RNA-seq data due to the stringency of the analysis, assessment of the master pluripotency regulator *Nanog* also showed a slight but significant upregulation in KO EpiLCs, both at the mRNA and protein level (Fig. 1J–L). On the other hand, genes associated with the transition to formative pluripotency or neural differentiation such as *Zic2*, *Sox1*, *Nestin*, *Foxp1*, and *Hoxa1*^24^ were less expressed in KO EpiLCs. 

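In the RNA-seq counts, Nanog (ENSMUSG00000012396.13, chromosome 6 of GRCm39, 122679780 to 122691601) had 35.2, 40.8 and 42.3 CPM in WT replicates 1 to 3 and 60.0, 66.6 and 72.7 CPM in KO replicates 1 to 3, so that every KO library was above every WT library. The means were 39.4 ± 3.72 CPM (SD, n = 3) and 66.4 ± 6.31 CPM, a log2 fold change of 0.75 (standard error 0.11, adjusted p = 1.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This change passed the threshold on the adjusted p and stayed below the log2 fold change of 1 set for DE genes. It remained between 0.67 and 0.82 with each library left out in turn. The gene lies in the middle part of chromosome 6, whose genes had a median shift of −0.055.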

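Zic2, Nes, Sox1, Foxp1 and Nfkb2 were lower in KO EpiLCs in all 3 pairs of replicates. Zic2 (ENSMUSG00000061524.9, chromosome 14 of GRCm39, 122711827 to 122717264) had 66.0 ± 2.09 CPM (SD, n = 3) in WT EpiLCs and 26.4 ± 7.13 CPM in KO EpiLCs, a log2 fold change of −1.32 (standard error 0.15, adjusted p = 5.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nestin (Nes, ENSMUSG00000004891.17, chromosome 3, 87878385 to 87887758) dropped from 38.6 ± 2.50 to 14.5 ± 1.48 CPM, a log2 fold change of −1.41 (standard error 0.13, adjusted p = 6.7e-07 from the same edgeR test). Sox1 (ENSMUSG00000096014.2, chromosome 8, 12445295 to 12450126) had 3.66 ± 0.405 CPM in WT EpiLCs and 0.405, 2.24 and 0.527 CPM in KO replicates 1 to 3, a log2 fold change of −1.78 (standard error 0.44, adjusted p = 0.0073 from the edgeR test). KO replicate 2 weighed on this value, which was −2.94 without it and −1.41 without KO replicate 1. Foxp1 (ENSMUSG00000030067.18, 98902299 to 99499685) lies in the first part of chromosome 6, whose median shift was −0.52. It had 89.8 ± 10.9 CPM in WT EpiLCs and 32.2 ± 2.38 CPM in KO EpiLCs, a log2 fold change of −1.48 (standard error 0.12, adjusted p = 9.6e-08 from the edgeR test), or −0.96 beyond the shift. Nfkb2 (ENSMUSG00000025225.16, chromosome 19, 46292759 to 46303812), shown in Fig. 1I, had 9.48 ± 0.196 CPM in WT EpiLCs and 2.79 ± 1.51 CPM in KO EpiLCs, a log2 fold change of −1.76 (standard error 0.29, adjusted p = 2.5e-04 from the edgeR test).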

Supporting the role of Oct6 in the changes in cell morphology, we also observed differences in genes associated with cell attachment such as *Vimentin*, *E-Cadherin*, *N-Cadherin* and *Claudins 5, 6, 7* and *9* (Fig. S3E,F). 

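Vimentin (Vim, ENSMUSG00000026728.10, chromosome 2 of GRCm39, 13578738 to 13587639) rose from 43.0 ± 6.57 CPM (SD, n = 3) in WT EpiLCs to 151 ± 4.53 CPM in KO EpiLCs, a log2 fold change of 1.81 (standard error 0.11, adjusted p = 5.1e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cadherins changed by less than 1 on the log2 scale. E-Cadherin (Cdh1, ENSMUSG00000000303.13, chromosome 8, 107329941 to 107396880) had 526 ± 4.08 CPM in WT EpiLCs and 403 ± 15.9 CPM in KO EpiLCs, a log2 fold change of −0.38 (standard error 0.091, adjusted p = 0.0051 from the same edgeR test). N-Cadherin (Cdh2, ENSMUSG00000024304.15, chromosome 18, 16700793 to 16942381) had 4.29 ± 1.29 and 8.02 ± 1.93 CPM, a log2 fold change of 0.89 (standard error 0.25, adjusted p = 0.0146 from the edgeR test). Without KO replicate 1, the Cdh2 log2 fold change was 0.68 and its adjusted p-value 0.103, the highest among the alternatives, whose adjusted p-values started at 0.0010. Claudin 5 (Cldn5, ENSMUSG00000041378.3, chromosome 16, 18595597 to 18597012) was higher in KO EpiLCs, at 33.2 ± 3.24 CPM against 8.35 ± 1.65 CPM in WT EpiLCs. Its log2 fold change was 1.98 (standard error 0.16, adjusted p = 1.2e-07 from the edgeR test), which is 1.44 above the median shift of chromosome 16. The other claudins were lower in KO EpiLCs in all 3 pairs of replicates. Claudin 6 (Cldn6, ENSMUSG00000023906.4, chromosome 17, 23898223 to 23901420) fell from 98.6 ± 8.02 to 45.7 ± 3.85 CPM, and its neighbour claudin 9 (Cldn9, ENSMUSG00000066720.8, chromosome 17, 23901558 to 23903000) from 5.88 ± 1.38 to 1.68 ± 0.0258 CPM. Claudin 7 (Cldn7, ENSMUSG00000018569.13, chromosome 11, 69852648 to 69858711) fell from 37.2 ± 2.69 to 13.7 ± 3.43 CPM. The log2 fold changes of Cldn6, Cldn7 and Cldn9 were −1.11, −1.44 and −1.79, with standard errors of 0.11, 0.16 and 0.28 and adjusted p-values of 1.1e-06, 4.4e-06 and 1.4e-04 from the edgeR test.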

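Markers other than the RNA-seq examples of the paper's Results were examined as lists. Nanog was kept in the naïve list although the paper reports it as higher in KO EpiLCs, so the list is not independent of that result. The list was not tested without Nanog. The naïve list held 10 genes, Nanog, Klf4, Klf5, Tbx3, Zfp42, Tfcp2l1, Nr0b1, Dppa3, Tcl1 and Fbxo15. Its median log2 fold change was 0.36, with 8 genes higher and 2 lower in KO EpiLCs. Limma's directional fry test gave the list a p-value of 0.0470 and camera with a preset correlation of 0.01 gave 0.0153, which camera with an estimated correlation did not hold (0.248). The fry p-value of the naïve list was 0.0691 with library totals alone and 0.0628 with the replicate number as a block, and among the 6 fits that left out a library it stayed below 0.05 only without KO replicate 3. At an adjusted p below 0.1 over all genes tested, 4 of the 10 genes passed, Nanog, Zfp42, Tcl1 and Fbxo15, each higher in KO cells. Adjusted over the list alone, 4 passed as well. Tcl1 had a log2 fold change of 0.92 (standard error 0.27, adjusted p = 0.0220 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Fbxo15 one of 0.37 (standard error 0.12, adjusted p = 0.0326 from the same edgeR test). Tcl1 no longer passed without KO replicate 2 (log2 fold change 0.65), nor Fbxo15 without WT replicate 1 or KO replicate 3 (0.27 and 0.26). The formative list held 12 early-induced TFs and markers, such as Fgf5, Otx2, Foxd3, Rarg and Rxrg, and 11 of them were tested, Pou3f2 having too few counts. Its median log2 fold change was 0.22, with 7 genes higher and 4 lower in KO EpiLCs, a fry p-value of 0.0397 and camera p-values of 0.212 with the preset and 0.261 with an estimated correlation. With the replicate number as a block the fry p-value was 0.0590. Without WT replicate 2 the median was 0.041 and the fry p-value 0.136, and only the fit without WT replicate 1 kept it below 0.05. Of the 11 genes, 4 passed over all genes tested and 6 when adjusted over the list alone. Otx2 (log2 fold change 0.92, standard error 0.15, adjusted p = 1.7e-04 from the edgeR test), Foxd3 (0.74, standard error 0.18, adjusted p = 0.0062 from the edgeR test) and Fgf5 (0.65, standard error 0.11, adjusted p = 3.8e-04 from the edgeR test) were higher in KO EpiLCs in all 3 pairs of replicates, the Foxd3 log2 fold change being 0.42 without KO replicate 3. Rarg was lower (−0.32, standard error 0.11, adjusted p = 0.0494 from the edgeR test), and no longer passed without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 3 (log2 fold changes from −0.33 to −0.26). From its results on KO EpiLCs, the paper draws its conclusion on the GRN.

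**Figure D2:**
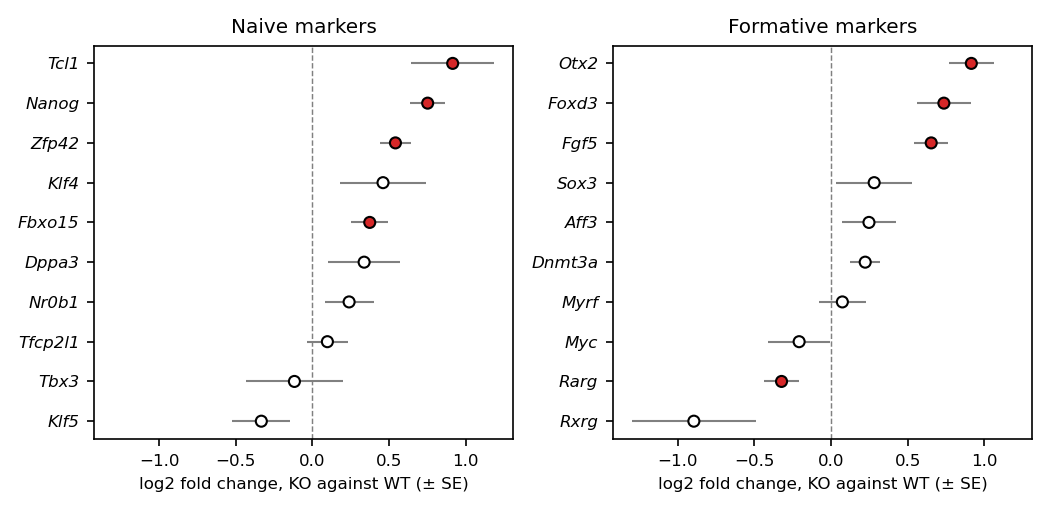
Log2 fold change of KO EpiLCs against WT EpiLCs (n = 3 libraries each) for the naïve list (left) and 10 of the genes tested in the formative list (right), with bars for the standard error and red points for genes with an adjusted p below 0.1 in edgeR's test. In the naïve list the values run from 0.92 for Tcl1 to −0.33 for Klf5, and among the formative genes shown from 0.92 for Otx2 to −0.90 for Rxrg.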

In summary, our results indicate that the absence of Oct6 impairs the correct acquisition of the GRN associated with formative pluripotency.

We next intended to assess the genome-wide binding of OCT6 in EpiLCs. However, there are currently no suitable *Oct6* antibodies for ChIP (see the Discussion). Therefore, we analyzed previously published data, where Matsuda et al. evaluated OCT6 binding in epiblast stem cells (EpiSCs) by overexpressing a tagged version of *Oct6*^25^. Although EpiLCs and EpiSCs represent different developmental stages of post-implantation epiblast development, we reasoned that these data could be useful to infer which of the DE genes in our RNA-seq experiment could be direct targets of OCT6. Indeed, among the 292 DE genes detected in our RNA-seq, 114 were associated with OCT6 ChIP binding peaks in EpiSCs (Fig. S4A). This number was almost three times higher than the ~ 40 genes that would be expected out of chance, as evaluated by a bootstrap analysis. Interestingly, among the DE genes of our RNA-seq that contained OCT6 peaks in EpiSCs we found the naïve pluripotency expressed genes *Dppa2, Prdm14, Nr5a2*, and *Vim* and the EpiLCs induced genes *Zic2, Zic3, Sox1, Nes,* and *Foxp1* (Fig. S4B). Overall, this analysis validated our RNA-seq results and identified genes that are potentially regulated by *Oct6* at the transcriptional level by direct binding to their loci.

### Overexpression of *Oct6* in naïve cells represses *Nanog* and induces morphological changes associated with formative cells

To further study the role of *Oct6* in the transition from naïve to formative pluripotency, we analyzed the effect of its premature expression in the pluripotent ground state. To that end, we engineered a new cell line where KO cells were complemented with a construct that allows the doxycycline (Dox) inducible expression of an HA-tagged version of OCT6, together with the fluorescent protein mCherry via a self-cleaving peptide (Fig. 2A). As expected, the addition of Dox induced the expression of the *Oct6* and *mCherry* transgenes, while allowing the in vivo observation of red fluorescence in OCT6 overexpressing cells (Fig. 2B). Quantitative immunofluorescence confirmed that mCherry signal was a good proxy of OCT6 expression since their levels were highly and linearly correlated throughout several orders of magnitude (Fig. 2C). Importantly, induction of transgenic OCT6 expression in differentiating KO cells rescued the morphological effect observed previously, as seen by the reappearance of diminished cell–cell interactions and cell protrusions (Fig. 2D).

**Figure 2:**
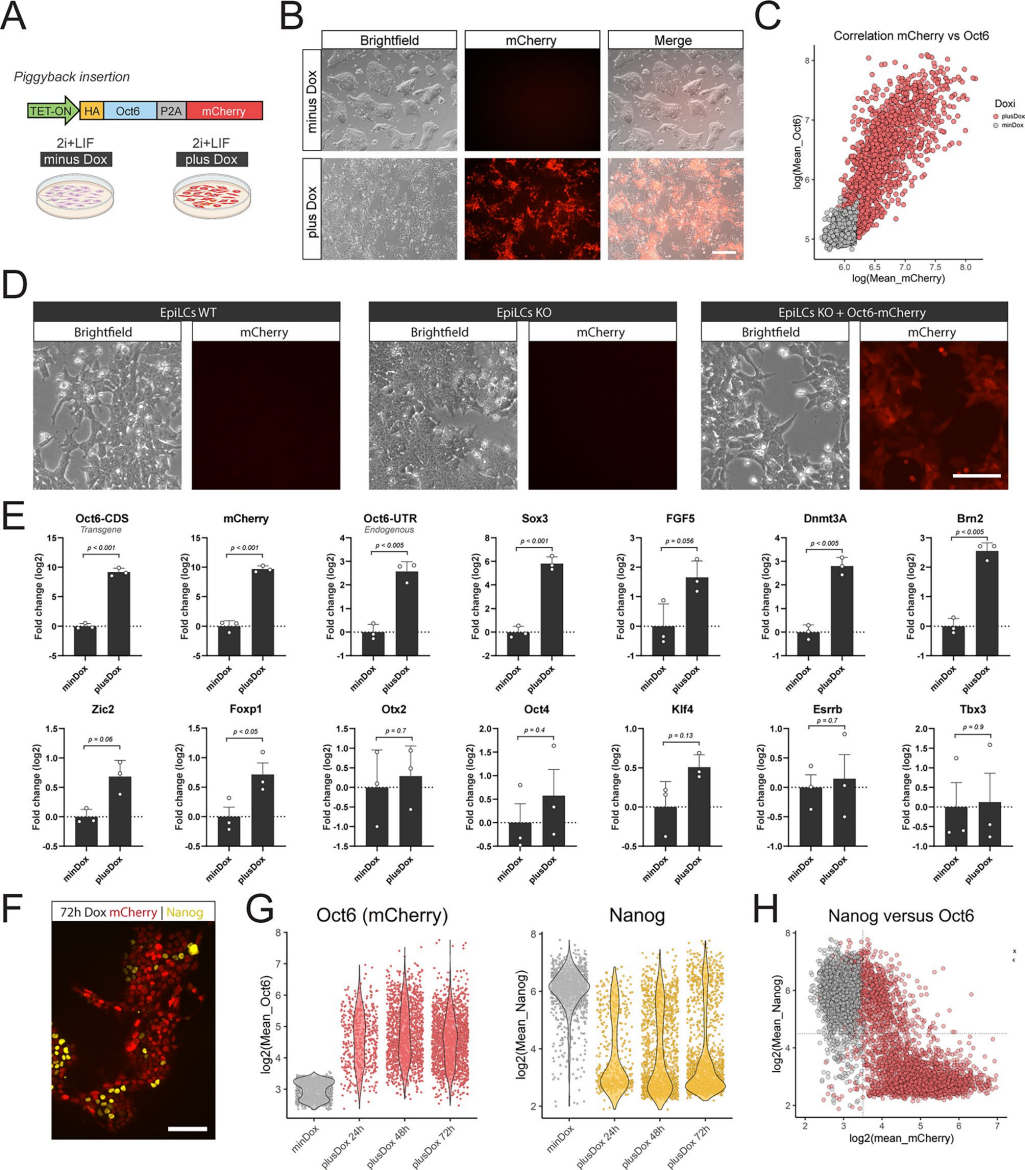
Overexpression of Oct6 in undifferentiated cells promotes morphological and transcriptional changes associated with formative pluripotency. (**A**) Diagram of the Oct6-P2A-mCherry overexpressing construct and the experimental design. (**B**) Treatment with Dox in 2i + LIF medium induces the expression of mCherry and a morphological transformation reminiscent of formative cells. Scale bar: 200 µm. (**C**) The plot shows the linear correlation of mean nuclear intensity fluorescence of mCherry and OCT6 obtained from OCT6 immunostaining of Dox treated cells. Each circle shows the data of one individual nucleus. (**D**) Overexpression of Oct6 in KO EpiLCs rescues the morphological differences observed between WT and KO EpiLCs. Scale bar: 50 µm. (**E**) RT-qPCR analysis of naïve and formative markers upon Dox treatment. Results are as presented as mean ± SEM for three independent replicates. (**F**) Representative immunofluorescence showing how Dox treatment induces the repression of NANOG in Oct6-P2A-mCherry expressing cells. Scale bar: 100 µm. (**G**) Quantification of immunofluorescence experiments of mCherry and NANOG in untreated or 24, 48, and 72 h Dox treated cells in 2i + LIF medium. The violin plots show the distribution of mCherry or NANOG nuclear intensity for each time point. The circles show the mean fluorescence for individual cells. (**H**) The plot shows the correlation between Oct6-P2A-mCherry and NANOG nuclear intensity expression in untreated or Dox-treated cells in 2i + LIF after immunostaining experiments. The circles show the mean fluorescence for individual cells. Data for 24, 48, and 72 h Dox treatment was pooled since they behaved similarly.

We next evaluated the effect of *Oct6* expression in ground state conditions. While dox untreated cells formed typical compact dome-shaped colonies, the addition of Dox for 72 h induced a pronounced morphological change similar to the observed upon differentiation, with flattened colonies, diminished cell–cell interactions, and the formation of cellular protrusions (see Fig. 2B). These changes could be observed as early as 24 h after Dox treatment. As an additional control, no morphological changes were observed when using an inducible cell line that only overexpressed *mCherry* (Fig. S5A). Gene expression analysis showed that induction of *Oct6* expression in 2i + LIF media upregulated the formative marker genes *Sox3*, *Dnmt3A, Fgf5, Foxp1, Brn2, Zic2, Zic3*, and endogenous *Oct6*, while not affecting *Otx2* nor the general pluripotency marker *Oct4* (Fig. 2E, Fig. S5B). Of the formative marker genes, only *Dnmt3A* lacks OCT6-binding peaks in EpiSCs, suggesting that the remaining genes could be direct targets of *Oct6* (see Fig. S4B). Importantly, no significant changes were observed in the expression of the naïve pluripotency markers *Esrrb, Rex1, Prdm14, Klf4*, and *Tbx3*.

To gain a deeper insight into the regulatory effect of Oct6, we performed quantitative immunofluorescence experiments against key TFs regulated in this transition. OCT4, SOX2, and KLF4 showed similar protein levels between Dox treated and untreated mESCs, with only a slight reduction in the mean expression (Fig. S5C). In the case of SOX3, consistent with the gene expression data, we detected an important upregulation in a subset of OCT6 overexpressing cells, further reinforcing the regulatory link between these genes. We were particularly interested in the analysis of *Nanog*, not only because of its increased transcript levels in KO versus WT EpiLCs, but also because we discovered that NANOG and OCT6 proteins are expressed in a mutually exclusive manner in WT EpiLCs (Fig. S6A). Strikingly, while more than 90% of untreated cells expressed high levels of NANOG, we observed that overexpression of OCT6 repressed the expression of NANOG at the protein level in more than 70% of the cells, both at 24, 48 and 72 h of Dox (Fig. 2F, Fig. S6B). This effect was positively correlated with OCT6 levels and displayed a bistable switch-like behavior (Fig. 2G). As a result, cells that were mCherry negative were more than 80% NANOG positive, while mCherry expression two-fold above background levels already showed more than 40% NANOG negative cells, suggesting that mild OCT6 expression is sufficient to repress NANOG (Fig. 2H). For cells expressing mCherry at levels beyond four-fold above background, more than 90% of cells were NANOG negative. Interestingly, the fact that NANOG exhibited a clear bistabe “ON–OFF” expression might indicate the existence of a repressive feedback loop between these TFs.

We next wondered whether the repression of NANOG was reversible after releasing the induction of OCT6. To answer this, we removed Dox from OCT6-induced cultures and analyzed mCherry and NANOG protein levels at different time points after washing the cells (Fig. S7A). Interestingly, as early as 24 h after Dox removal, mCherry fluorescence returned to background levels and NANOG expression was restored (Fig. S7B). We did not observe appreciable differences in the levels of apoptosis among the experimental conditions, indicating that NANOG + /OCT6- derived from previously NANOG-/OCT6 + cells (Fig. S8). The morphological changes induced by Dox were also reverted and colonies re-acquired their typical highly packed dome shape. Overall, these results indicate that OCT6 expression in naïve culture conditions induces a reversible non-physiological identity with similarities to the formative pluripotent state.

### *OCT6* represses *Nanog* at the transcriptional level

To further analyze the dose dependency of OCT6 in NANOG repression, we took advantage of the expression of mCherry and analyzed 24 h Dox-treated cells by flow cytometry, gating them into 3 populations, Low, Med, and High, all of them with the same number of cells (Fig. 3A). In agreement with our previous results, ~ 75% of cells in the mCherry-low population displayed high NANOG levels, while these percentages decreased to ~ 35% and ~ 2% in the mCherry-Med and mCherry-High populations, respectively (Fig. 3B). By sorting these 3 cell populations, we confirmed the correlation between mCherry fluorescence and the mRNA levels of *Oct6*, *mCherry*, and the endogenous *Sox3* mRNAs (Fig. 3C). Interestingly, mCherry expression showed an inverse relation with *Nanog* mRNA levels, suggesting that OCT6 repressed *Nanog* at the transcriptional level. Even though the mCherry-Med population contained 65% of cells with reduced NANOG protein levels, we only observed a roughly two-fold reduction in its mRNA levels. This could be explained by the contribution of the remaining ~ 35% fully NANOG positive cells, which can mask the downregulation when analyzing the mean Nanog mRNAs levels in the entire population. To complement these findings, we conducted a luciferase reporter assay to assess the impact of OCT6 expression on the Nanog promoter. Remarkably, induction of Oct6 using Dox resulted in a significant decrease in Nanog reporter activity, observed in both undifferentiated and 24 h differentiating cells (Fig. S9A). These findings provide compelling evidence of OCT6's regulatory influence on the Nanog promoter, further supporting the notion of regulation at the transcriptional level. To reinforce these results, we performed single-molecule RNA-FISH experiments to detect individual *Nanog* mRNAs in OCT6 overexpressing cells. We first validated this method by analyzing undifferentiated mESCs and 24 h EpiLCs, which confirmed homogeneous expression of *Nanog* transcripts in naïve cells and a significant reduction as cells transited towards the formative state (Fig. S9B). After this validation, we evaluated the distribution of *Nanog* transcripts in undifferentiated cells induced to express *Oct6* while simultaneously detecting NANOG and OCT6 proteins. As expected, cells with low levels of OCT6 protein were positive for *Nanog* transcripts and expressed NANOG at the protein level. Interestingly, cells with high levels of OCT6 protein did not present neither NANOG protein nor *Nanog* mRNAs (Fig. 3D). In summary, our results demonstrate that OCT6 expression in naïve ground state conditions represses *Nanog* at the transcriptional level. Together with the over-expression of formative-specific transcription factors such as *Sox3* and the de novo DNA methyltransferase *Dnmt3A*, *Oct6* might ultimately induce a shift in the naïve GRN that partially sets it to a formative configuration similar to the early post-implantation epiblast.

**Figure 3:**
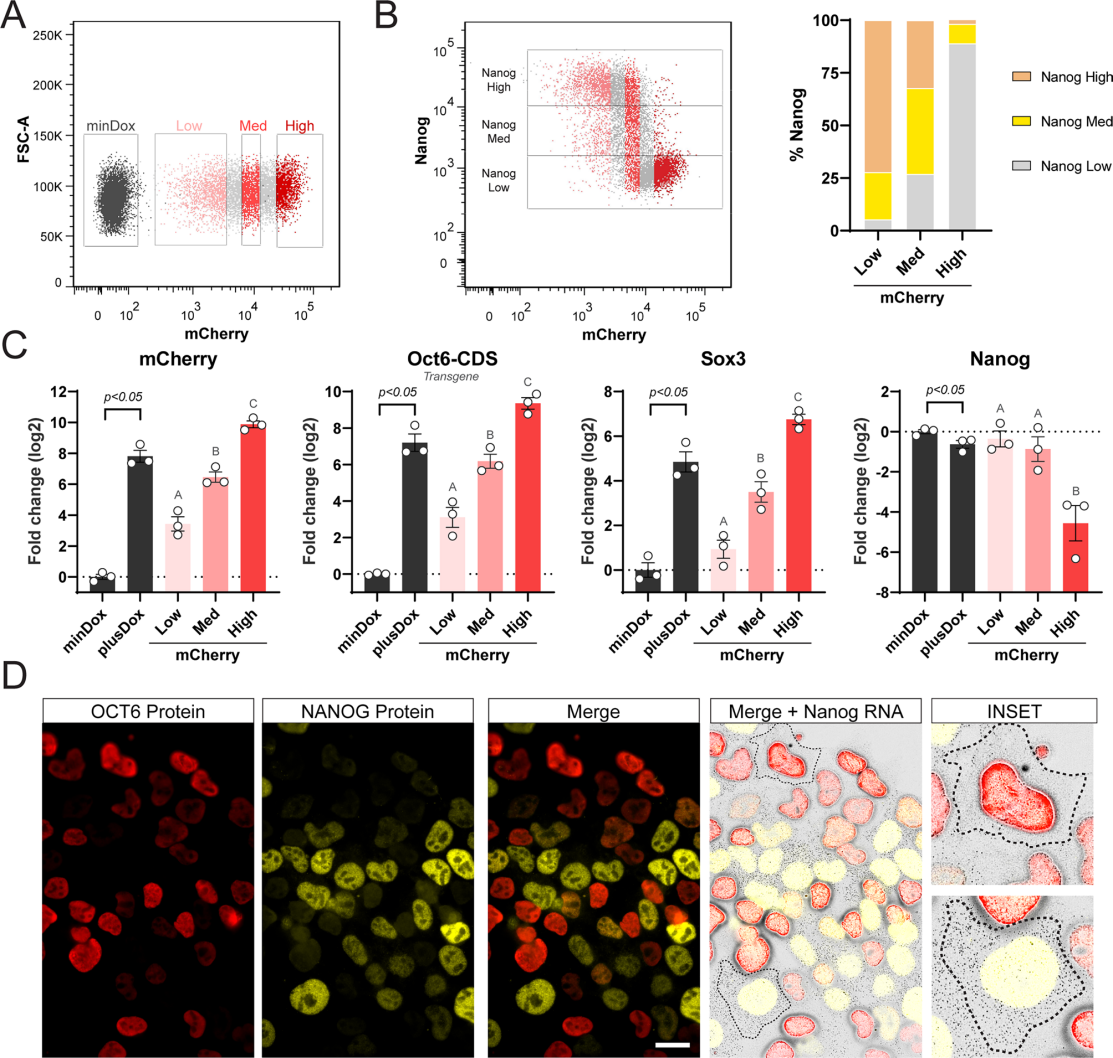
Oct6 represses Nanog at the transcriptional level. (**A**) Flow cytometry sorting of 24 h Dox treated cells into populations with low, medium (med), and high levels of mCherry. (**B**) *Left*. Correlation between mCherry and NANOG by flow cytometry. The different mCherry expressing subpopulations are shown. *Right*. The proportion of NANOG high, med, and low in the different mCherry expressing subpopulations. (**C**) RT-qPCR analysis of exogenous *Oct6*, *mCherry*, *Sox3*, and *Nanog* in *Oct6* overexpressing cells. Untreated or Dox-treated cells (bulk population) are shown in black and statistically compared using a student’s t-test. The different mCherry expressing subpopulations are shown in shades of red and were compared using random block ANOVA. Different letters indicate significant differences (p < 0.05). (**D**) Simultaneous single-molecule RNA FISH against Nanog cytoplasmic transcripts and immunostaining against Nanog and Oct6 proteins. The insets show example cells with high and low Oct6 transgene expression. Scale bar: 20 µm.

### *Oct6* and *Nanog* form a double negative feedback loop with positive autoregulation

Our results so far demonstrated that OCT6 and NANOG are expressed in a mutually exclusive manner in WT EpiLCs and that OCT6 activates its own transcription while repressing the expression of Nanog. Moreover, Nanog is known to present positive autoregulation^26,27^. This led us to hypothesize that these two TFs could constitute a double negative feedback loop that could act as a toggle switch to initiate the dissolution of the naïve pluripotent state. Indeed, we have previously shown that NANOG binds to CRE#2 in *Oct6’s* promoter along with OCT4, OTX2 and ESRRB (see Fig. S2). To assess if OCT6 might also bind to the *Nanog* locus, we analyzed the aforementioned work by Matsuda et al. in EpiSCs. While the ChIP-seq signal in *Nanog* locus exhibited relatively low intensity, we observed a discrete accumulation of reads at the 5 kb distal enhancer located upstream of the Nanog TSS (Fig. S9C). This distal enhancer, recognized as a crucial CRE, is known to be targeted by other key pluripotency transcription factors^28,29^. This subtle observation prompted us to consider that OCT6 might bind to Nanog’s promoter in EpiLCs.

Finally, we evaluated if NANOG inhibited the expression of *Oct6* by generating a cell line capable of expressing a *Nanog* transgene under the control of Dox (Fig. 4A). As in the case of *Oct6* overexpression, this cell line also expresses mCherry via a self-cleaving peptide. To confirm the correct behavior of this line, we first differentiated them for 48 h in the presence or absence of Dox and confirmed that they expressed mCherry and NANOG in a highly correlated fashion (Fig. 4B,C). Next, we evaluated whether Dox-treated EpiLCs showed reduced levels of OCT6. Our results show that while mCherry negative cells exhibited normal levels of OCT6, mCherry expressing cells did not express this transcription factor, indicating that NANOG repressed *Oct6* in a cell-autonomous fashion (Fig. 4D,E). Overall, our results indicate that these genes could constitute a toggle-switch circuit important for the correct dissolution of naïve pluripotency and the transition to a post-implantation epiblast-like phenotype.

**Figure 4:**
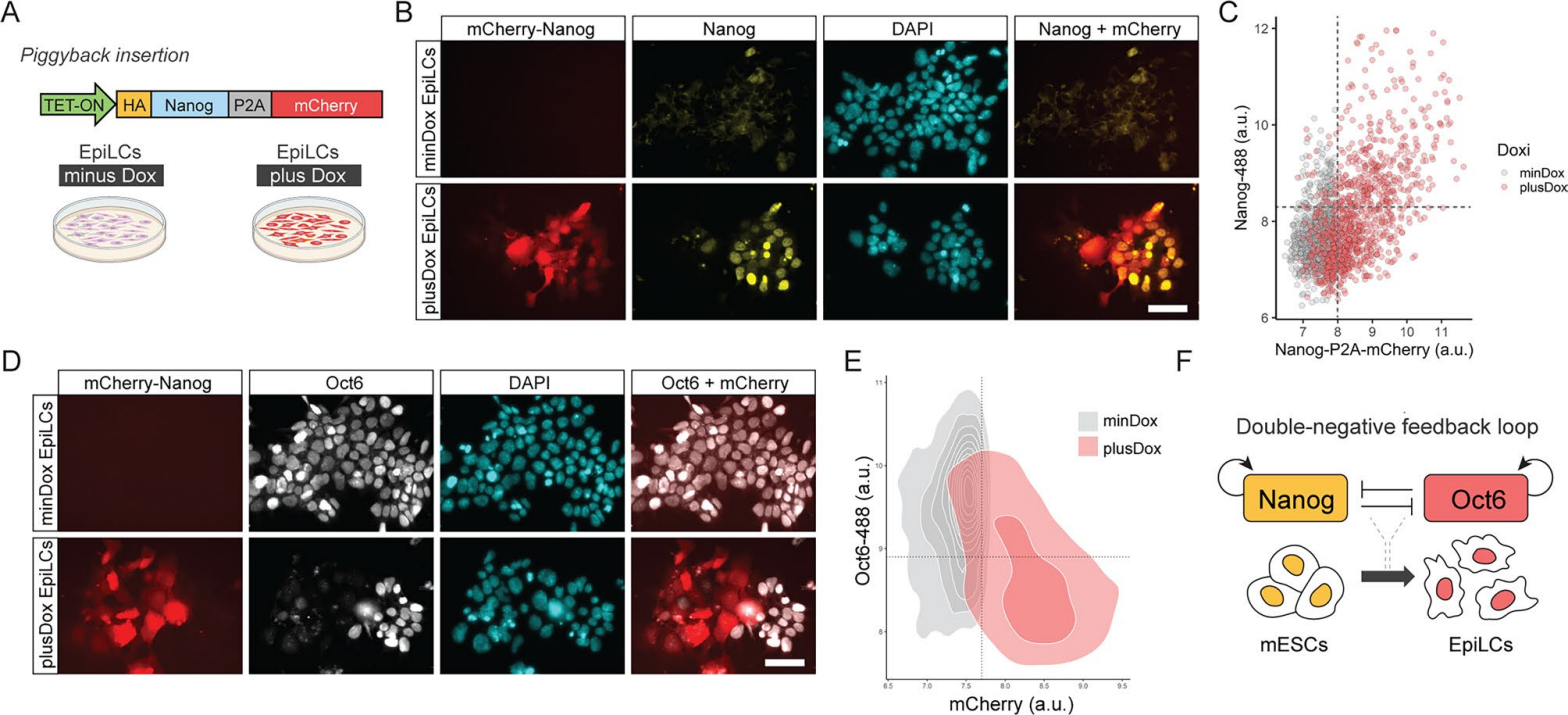
Oct6 and Nanog repress each other forming a double negative feedforward loop network motive. (**A**) Diagram of the Nanog-P2A-mCherry overexpressing construct and the experimental design. (**B**) Treatment with Dox during EpiLC differentiation induces the expression of mCherry. Scale bar: 50 µm. (**C**) The plot shows the correlation of mean nuclear intensity fluorescence of mCherry and NANOG obtained from NAONG immunostaining of Dox-treated EpiLCs. Each circle shows the data of one individual nucleus. (**D**) Immunostaining of OCT6 showing that Dox-treated Nanog-P2A-mCherry overexpressing cells do not express OCT6. Conversely, Dox-treated cells not expressing Nanog-P2A-mCherry normally express OCT6. Scale bar: 50 µm. (**E**) The plot shows the correlation of mean nuclear intensity fluorescence of Nanog-P2A-mCherry and OCT6, obtained from OCT6 immunostaining of Dox-treated EpiLCs. Each circle shows the data of one individual nucleus. (**F**) Proposed model of transcriptional circuitry between Nanog and Oct6 that regulates the transition from naïve to formative pluripotency.

## Discussion

In this study, we identified OCT6 as an important TF in the regulation of the formative pluripotent state as well as in dismantling the previous naïve identity. OCT6 belongs to the POU domain family of TFs, which are known to play critical roles in embryonic development and cellular differentiation. Previous studies have implicated *Oct6* in various biological processes, including neural development, axon regeneration, and glial cell differentiation^30,31^. Recently, it was shown that *Oct6* can replace *Oct4* in reprogramming human cells but fails to do so in mouse cells^19^. Whether this difference relies on the different types of pluripotency presented by human and mouse PSCs, i.e., naïve vs. primed, remains to be fully investigated. Indeed, *Oct6* has recently been shown to block the differentiation of porcine iPSCs, which display a primed pluripotency phenotype^32^. However, its precise role in the context of mouse PSC differentiation and the dissolution of naïve pluripotency circuitry remains largely unexplored.

Here, to identify key effectors of the conversion from naïve to formative pluripotency, we first searched for TFs that were rapidly induced and displayed high expression throughout the first 48 h of differentiation, when formative identity is established. Using this strategy, we identified Oct6 as a gene that is induced as early as 2 h after the onset of differentiation, with its expression peaking at 24 and 48 h of EpiLC induction. We show that OCT6 protein is expressed homogeneously in EpiLCs, reaching its maximum at 48 h. Importantly, OCT6 was not detected in ground state pluripotency when cells are cultured under defined conditions (N2B27 + 2i + LIF). This finding challenges previous reports that indicate that OCT6 can be detected in naïve cells^17,33^. This inconsistency might be attributed to the culture method, as mESCs cultured in undefined conditions containing serum result in heterogeneous populations where naïve cells coexist with primed and differentiated cells^13,34^. OCT6 expression in these culture conditions could thus be restricted to the primed pluripotency compartment. Additionally, we discovered that several commercial antibodies are not specific for OCT6 and may detect other members of the Pou family of TFs (data not shown), underscoring the need for careful assessment of OCT6 expression. Overall, the fact that *Oct6* is induced during the transition to the formative state is consistent with its expression being first detected at the egg-cylinder stage of the mouse embryo^35^.

We then investigated the function of *Oct6* during the transition to formative pluripotency by generating an Oct6 KO mESC line. The absence of OCT6 resulted in cells organized as densely packed colonies more reminiscent of the naïve phenotype, as opposed to the typical formative morphology characterized by reduced cell–cell interactions and protrusions^14,23^. Indeed, KO cells showed altered expression of genes associated with motility and cell morphology, such as *Vim*, *E-Cad*, *N-Cad*, and *claudin* proteins. Importantly, transcriptome analysis revealed that key naïve TFs, including *Nanog, Klf2, Esrrb, Prdm14, Nr5a2, Dppa2,* and *Tdh*^10,34,36^, were not properly downregulated in KO cells, indicating inefficient dismantling of the naïve GRN circuitry. We also observed reduced expression of genes normally induced in EpiLCs, such as *Zic2* and *Foxp1*^37,38^, and early neural genes weakly expressed in EpiLCs, including *Nes* and *Sox1*. Collectively, our findings support a critical role for *Oct6* in the transition from naïve to formative pluripotency.

Other groups have recently analyzed the effect of reducing OCT6 levels during mESCs differentiation, either by knockout or knockdown strategies. Kalkan and collaborators observed that *Oct6* KO mESCs did not delay the exit from naïve pluripotency^39^; however, this was only evaluated by the expression of a *Rex1* reporter at 26 h of differentiation. Consistent with this, we did not observe differences in the expression of *Rex1* when comparing WT and KO 48 h EpiLCs. On the other hand, Zhu and collaborators showed that *Oct6* is important for the neural differentiation of mESCs specifically during the transition from epiblast stem cells (EpiSCs) to NPCs^17^. 

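In the RNA-seq counts of 48 h EpiLCs, Rex1 (Zfp42, ENSMUSG00000051176.7, chromosome 8 of GRCm39, 43743871 to 43760152) had 122, 123 and 121 CPM in WT replicates 1 to 3 and 169, 161 and 203 CPM in KO replicates 1 to 3. The KO mean of 177 ± 22.6 CPM (SD, n = 3) exceeded the WT mean of 122 ± 1.04 CPM by more than the spread between replicates, a log2 fold change of 0.54 (standard error 0.10, adjusted p = 9.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change was below the log2 fold change of 1 set for DE genes. With each library left out in turn, it stayed between 0.44 and 0.61, the lowest value being that without KO replicate 3.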

The impairment in neural differentiation was later confirmed by another group using *Oct6* KO mESCs^40^. Our results are consistent with this work, as *Oct6* KO cells only generated 60% SOX1-GFP + cells compared to 90% generated by the parental WT cell line. However, the fact that the formative state was affected in KO cells and that the naïve circuitry was not completely dismantled could also explain the reduced efficiency of neural differentiation.

An important limitation of our study was the inability to perform genome-wide binding analysis of OCT6 in EpiLCs, as there are no suitable antibodies for chromatin immunoprecipitation (ChIP). Despite our efforts to evaluate various antibodies we were unable to obtain specific signals when analyzing different genomic locations. We also attempted the Cut and Run technique^41^ with our engineered cell line expressing HA-Oct6, using both OCT6 and HA-specific antibodies, but unfortunately, specific signals were not detected. Interestingly, Matsuda et al. successfully captured OCT6 binding to the genome by overexpressing a tagged version of this TF in EpiSCs, a slightly more advanced stage of postimplantation epiblast development^25^. By comparing their data with our RNA-seq analysis, we found that 39% of the differentially expressed genes between WT and KO EpiLCs presented OCT6 binding peaks, a proportion significantly higher than the 14% expected by chance. Although this analysis strongly validates our results, future research should address diverse strategies to map the binding of OCT6 to the genome in EpiLCs.

The absence of OCT6 had a significant impact on the transition to formative pluripotency, although it did not completely hinder the dissolution from the naïve state. Interestingly, Oct6 KO mice are not embryonic lethal and only die within the first few days after birth^42^, suggesting the presence of compensatory mechanisms during early development. To investigate the specific role of Oct6 within the pluripotency GRN, we examined the effects of its premature expression in the naïve state. Our findings demonstrate that expression of Oct6 in 2i + LIF media induces a morphological change similar to that observed in WT EpiLCs, while activating formative genes such as Sox3, FGF5, Dnmt3A, and the endogenous Oct6. Notably, Sox3 and FGF5 contained OCT6 binding peaks in EpiSCs, indicating their potential direct regulation by this TF. Strikingly, the majority of cells overexpressing OCT6 repressed the expression of the core pluripotency gene Nanog, evidenced at both the transcriptional and protein levels, without affecting OCT4, SOX2, and KLF4. This finding is noteworthy, as downregulation of Nanog is necessary to allow the exit from the naïve ground state^12,43,44^. Although OCT6 overexpression displayed high heterogeneity and a wide range of expression, we observed that OCT6 levels immediately above background were sufficient to repress *Nanog*. Furthermore, we observed a subtle ChIP-seq signal of OCT6 binding to Nanog’s distal enhancer in EpiSCs, indicating that this TF might directly bind Nanog regulatory regions in EpiLCs. Interestingly, NANOG exhibited a bistable "ON–OFF" behavior within the "low OCT6" population, which is characteristic of double negative feedback loop subcircuits. To study this possibility, we evaluated Nanog and Oct6 expression in WT EpiLCs, which showed that these two proteins were expressed in a mutually exclusive manner. This prompted us to study whether NANOG also repressed *Oct6*. Our analysis of published data revealed that NANOG binds to the *Oct6* promoter at a CRE regulated by other key TFs that potentially inhibits Oct6 expression in the undifferentiated state. Importantly, we observed that overexpression of NANOG in differentiating cells blocked the induction of OCT6, consistent with a recent study^45^. By causally demonstrating the mutual repression between Nanog and Oct6, along with their positive autoregulation, we propose that these two TFs form a double negative feedback loop (Fig. 4F), serving as a toggle switch crucial for the transition to the formative state and providing robustness to the GRN of naïve and formative pluripotency.

## Materials and methods

### Cell culture

46C mESCs and the transgenic lines derived from them were cultured using the chemically defined medium N2B27 with 1000 U/ml LIF (Millipore), 1 µM PD0325901 (Tocris) and 3 µM CHIR99021 (Tocris), hereafter called ‘2i + LIF medium’. N2B27 formulation is a 1:1 mix of DMEM-F12 (Invitrogen Cat# 12634) and neurobasal medium (Invitrogen Cat# 21103), supplemented with N2 (Invitrogen Cat# 17502), B27 supplement without Vitamin A (Invitrogen Cat# 12587), 2 mM GlutaMAX (Invitrogen Cat# 35050), 40 μg/ml of BSA (Invitrogen Cat# 15260), 10 μg/ml insulin (Sigma-Aldrich Cat# I9278), 0.1 mM β mercaptoethanol (Invitrogen Cat# 21985). Cells were maintained on 0,1% gelatin-coated dishes, passaged every 2–3 days using TrypLE (Gibco) and cultured at 37 °C in a 5% CO2 (v/v) incubator. Cells were cultured without antibiotics and routinely assessed for mycoplasma contamination by PCR. To induce differentiation from the naïve ground state to EpiLCs, 50.000 cells/cm^2^ were plated in 15 µg/ml Fibronectin (Thermo Fisher Scientific) coated dishes in the “EpiLC” medium. This medium consisted of base N2B27 supplemented with 1% KSR, 12 µg/ml bFGF, and 20 µg/ml Activin A (all from Thermo Fisher Scientific). Cells were differentiated for 24 or 48 h, as indicated in the main text. 46C mESCs were a kind gift from Dr. Austin Smith.

### Generation of *Oct6* KO 46C mESCs

46C mESCs Oct6 knockout cell line was constructed using CRISPR/Cas9. We designed two specific sgRNAs targeting the 5’ region within the Oct6 coding sequence to generate an indel next to the initiation codon. sgRNAs were designed using CHOPCHOP V3^46^. Sense and antisense oligonucleotides were annealed and cloned into a BbsI-linearized pX330-GFP-Puro plasmid^47^. Recombinant plasmids were validated by DNA sequencing. Wild type 46C mESCs were independently transfected with the sgRNA plasmids using Linear Polyethylenimine (PEI, Polysciences) with a DNA/PEI ratio of 1:3 and selected with 3 μg/ml puromycin from 24 to 72 h post-transfection. After limiting dilution, 12 individual clonal lines were obtained for each sgRNA, amplified, and cryopreserved. Knockout generation for each clone was evaluated by genomic DNA sequencing of a PCR-amplified Oct6 locus. A clone with a homozygous insertion of a nucleotide within the Cas9 cutting site was chosen and further validated by Western Blotting and immunofluorescence, as indicated in the main text. Sequences for sgRNA sequences and KO evaluation primers are listed in Table S3.

### Generation of Oct6-P2A-mCherry, Nanog-P2A-mCherry and mCherry overexpressing cell lines

To overexpress Oct6 in an inducible manner we designed a piggyBac plasmid that could be integrated into the cell's genome through a transposable recombination approach. The sequence coding for Oct6-P2A-mCherry was designed in silico, fully synthesized by SynBio Technologies, and cloned into a piggyBac target vector. This plasmid expresses the TET repressor together with a delta-puro antibiotic resistance gene. It also contains a TET-ON promoter followed by an AgeI and NotI restriction site where the Oct6 cassette was cloned. The HA-Oct6-P2A-mCherry cassette contains the following elements in the 5′–3′ orientation: an AgeI site followed by the Kozak sequence, an hemagglutinin (HA) tag fused to the Oct6 coding sequence in the amino termini, a HindIII site, the P2A self-cleaving peptide sequence, a MluI sequence and the mCherry coding sequence followed by a stop codon. This plasmid, named ePB-HA-Oct6-P2A-mCherry, was co-transfected into 46C Oct6 KO mESCs together with the piggyBac transposase at a ratio of 2:1, respectively, using PEI, as described previously. After puromycin selection for 10 days, clonal cell lines were generated by limiting dilution, amplified, and cryopreserved. To evaluate the expression of Oct6-P2A-mCherry cells were treated with Dox at concentrations ranging from 50 ng/ml to 2000 ng/ml. The concentration of 200 ng/ml of Dox and cell clone #3 was chosen as they produced the most homogeneous mCherry expression.

To generate the Nanog-P2A-mCherry cell line we followed a similar strategy. Briefly, the Nanog coding sequence was synthesized by SynBio Technologies and cloned into the piggybac plasmid constructed previously, between the AgeI and HindIII sites. WT 46C cells were co-transfected with this plasmid and the piggyBac transposase as previously described. Cells were treated with puromycin for 10 days to select stable transfectants. mCherry and Nanog expression was verified by Dox treatment at 200 ng/ml.

To generate the control mCherry inducibly expressed cell line, we modified the ePB-HA-Oct6-P2A-mCherry plasmid to remove the Oct6 coding sequence flanked by the AgeI and MluI sites. We exchanged this sequence with a short in vitro annealed sequence containing the AgeI and MluI overhangs and an ATG sequence to initiate the translation of the mCherry transgene. This plasmid was co-transfected into WT 46C mESCs with the piggyBac transposase as previously described. Cells were treated with puromycin for 10 days to select stable transfectants. mCherry expression was verified by Dox treatment at 200 ng/ml.

### Quantitative real-time PCR

Total RNA was extracted with Trizol (Thermo Fisher Scientific) following the manufacturer’s instructions, treated with DNAse (Thermo Fisher Scientific), and reverse transcribed using MMLV reverse transcriptase (Promega). Quantitative PCR was performed in a StepOne Real-Time PCR system (Applied Biosystems). Primer efficiency and N0 values were determined by LinReg software^48^. Gene expression was normalized to the geometrical mean of GAPDH and PGK1 housekeeping genes, data was then log-transformed and relativized to the average of the biological replicates for the 2i + LIF condition. Statistical significance for qPCR data was analyzed by either Student-T test or randomized block design ANOVA. In the latter case, comparisons between means were assessed using the Tukey test. Plots were generated either with R or with Graphpad 8.

### Quantitative immunofluorescence

For immunofluorescence experiments, cells were grown on 12 mm coverslips coated for 30 min with Geltrex (Thermo Fisher Scientific). Cells were fixed for 15 min with 4% paraformaldehyde, permeabilized with 0.1% Triton X-100 PBS (PBST), and blocked with 3% normal donkey serum in PBST. Primary antibodies (Table S4) were added in block solution, incubated at 4 °C overnight, and then washed three times in PBST for 30 min. Secondary antibodies and DAPI were incubated in block solution at room temperature for 30 min. Samples were washed as before, rinsed with distilled water, and mounted and imaged at 20X on an EVOS fluorescence microscope with adequate parameters (Thermo Fisher Scientific).

For quantifications, we followed a pipeline that included background subtraction, automatic nuclear segmentation using Stardist^49^, and nuclear fluorescence intensity measurements for different channels with custom Fiji/ImageJ Macros. Measurement tables were then analyzed using custom R scripts with the tidyverse library. For nearest-neighbor analysis, the central nuclear position of each cell was obtained using Fiji/ImageJ macros and data was analyzed in Python with the scikit-learn library.

### Single molecule RNA-FISH

smRNA-FISH was performed using Stellaris RNA-FISH probes (Biosearch Technologies) that we designed specifically to recognize Nanog mRNAs (Table S4). For smRNA-FISH alone (no immunofluorescence), we followed the manufacturer’s protocol for adherent cells. Briefly, cells were fixed with PFA 4%, permeabilized with cold ethanol 70% for 24 h, and then treated 2 times for 3 min with FISH Wash Buffer. The wash buffer consisted of 2X sodium citrate buffer (SSC, Roche) and 5% deionized formamide (Sigma-Aldrich) in nuclease-free water. Nanog Stellaris FISH Probes Quasar® 670 were added to the hybridization buffer (HB) and incubated with coverslips containing fixed cells for 16 h at 37 °C. HB consisted of 0.1% dextran sulfate (Sigma-Aldrich), 2X SSC, and 10% deionized formamide in nuclease-free water. After incubations, cells were rinsed once with Wash Buffer and incubated with the same solution at 37 °C for 30 min. After two rinses with nuclease-free PBS, nuclei were stained with DAPI and mounted into glass slides using Prolong Diamond Antifade Mountant (Thermo Fisher Scientific).

For immunofluorescence coupled with smRNA-FISH, we first followed the regular immunofluorescence protocol for the desired antigens. After washing the secondary antibodies, cells were re-fixed with 4% PFA for 15 min and the smRNA-FISH protocol was initiated and performed as described above.

FISH images were captured in an Axio Observer Z1 epifluorescence microscope (Zeiss) using an EC Plan-Neofluar 63x/1.25 Oil M27 and the ZEISS Axiocam 702 mono camera. Z-stacks encompassing the entire volume of the cells were taken with maximum Z resolution. For the smRNA-FISH channel, each Z-stack was exposed for 3 s with maximum LED intensity. After obtaining the images, a Laplacian of Gaussian transformation was applied to the smRNA FISH channel, and a maximum intensity projection (MIP) was generated and merged with the MIPs of the other fluorescence channels.

### Western blot analysis

Protein samples were collected with RIPA buffer, resolved on 10% SDS–polyacrylamide gels, and transferred to PVDF membranes (Amersham). Membranes were blocked for 1 h at room temperature in TBST 1% BSA and primary antibodies (Table S4) were incubated overnight at 4 °C in block. Peroxidase-bound secondary antibodies were incubated for 1 h at room temperature. Membranes were revealed with ECL in a G-Box System (Syngene).

### Flow cytometry

Flow cytometric analysis of unfixed Sox1 + neural precursor cells or fixed immunostaining against Nanog was performed in an Accuri C6 benchtop cytometer (BD). Immunostaining was performed with similar steps as for immunofluorescence, except that cells were previously trypsinized, fixed, and stained with primary and secondary antibodies in suspension for 1 h each. Cell sorting of mCherry + live mESCs was performed on a BD FACS Aria FUSION flow cytometer. Sorted populations were immediately treated with Trizol reagent for posterior RNA extraction.

### Analysis of the Nanog-Luciferase reporter

To evaluate firefly luciferase activity in response to Oct6 expression, Nanog5P reporter (Addgene #16,337) was co-transfected together with the ePB-HA-Oct6-P2A-mCherry plasmid into undifferentiated mESCs. Transfected cells were either maintained in this state or differentiated for 24 h, either with or without Dox. Luciferase activity was analyzed using as previously reported^50^.

### RNA-seq and bioinformatic analysis

For the analysis of TFs induced during the early stages of EpiLC differentiation, processed RNA-seq data from Yang et (GSE117896) were downloaded from the GREIN database^51^. Raw data was fed to the into DESeq2 for differential expression analysis (fdr < 0.1) between 0 and 6 h of EpiLC induction. Among the upregulated genes, TFs were selected using the Biomart package in R, filtering by the GO term GO:0003700 “DNA-binding transcription factor activity”.

For the RNA-seq experiments performed in this work, WT and Oct6 KO cells were differentiated to EpiLCs for 48 h in 35 mm dishes as described previously, in three biological replicates. Total RNA was extracted with Trizol and its integrity was evaluated by agarose gel electrophoresis. Samples were sent to Macrogen Inc for library construction and sequencing. Libraries were prepared with TruSeq stranded total RNA with Ribo-Zero Gold and sequenced on an Illumina NovaSeq6000 platform to deliver 30 M 100 bp pair-end reads for each sample. Quality checked reads (FastQC) were processed in Fastp tool to remove any leftover adapters and low-quality ends. Processed reads were mapped to the mouse reference genome (GRCm39/mm39) using STAR aligner^52^ in two-pass mode, producing gene abundance quantification as well. Raw counts were then fed into DESeq2 for differential expression analysis (fdr < 0.1). Graphics and statistical analyses were performed in R. Raw data will be made available upon publication of the manuscript. 

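The paper's Table S1 holds 292 genes, of which its log2 fold changes put 148 higher and 144 lower in KO EpiLCs. Each of the 292 passed both thresholds in edgeR's quasi-likelihood test with the same direction, and 686 further genes passed that the table does not list. DESeq2's Wald test without shrinkage passed 290 of the listed genes, and with apeglm-shrunken log2 fold changes 288. DESeq2 with a replicate block, in which the replicate number is a term of the model, passed 707 genes without shrinkage, all of the 292 among them. DESeq2 with the replicate block and ashr-shrunken log2 fold changes, an alternative chosen after seeing the data, gave the same 292 genes and no others, and its log2 fold changes differed from those of the table by at most 2.5e-05. For its DESeq2 analysis, the paper's text names neither a replicate block nor shrinkage.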

The list of DE genes is available in Table S1.

For the analysis of published ChIP-seq data, we used the ChIP-atlas web service^53^. Bigwig and peak-called data for Oct6 EpiSCs binding profiles (SRX1410928) were downloaded from ChIP-atlas and analyzed in R using the dplyr and rtracklayer libraries. Peaks were assigned to nearby genes using GREAT^54^. Crossing our RNA-seq database with Oct6 EpiSCs binding profiles determined that 114 out of 292 DEG contained Oct6 peaks. To ascertain the number of genes with Oct6 peaks out of 292 random genes we used a bootstrap strategy in R with 10.000 iterations^55^, which allowed us to determine the random distribution of Oct6 binding for that number of genes.

### Statistical analysis

Experimental results are presented as mean ± standard error of the mean (SEM) of at least three biological replicates or a representative experiment of the independent replicates. Statistical significance between groups was analyzed using either paired Student’s t-test or randomized block design (RBD) ANOVA. Residuals fitted normal distribution and homogeneity of variance. Comparisons between means were assessed using the Tukey test. Statistical analysis was performed using Infostat Software^56^.

### Supplementary Information

Supplementary Information 1.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

## Data Availability

Raw RNA-seq data were deposited in Gene Expression Omnibus (GEO) under reference number GSE237157.

# Supplementary material for: The transcription factor OCT6 promotes the dissolution of the naïve pluripotent state by repressing Nanog and activating a formative state gene regulatory network
**Source:** Sci Rep. 2024 May 7;14:10420. doi: 10.1038/s41598-024-59247-5
**Supplement:** Supplementary file 1 — Supplementary Information 1.

# The transcription factor OCT6 promotes the dissolution of the naïve pluripotent state by repressing *Nanog* and activating a formative state gene regulatory network.

#

# Supplementary Figures

###

### Figure S1

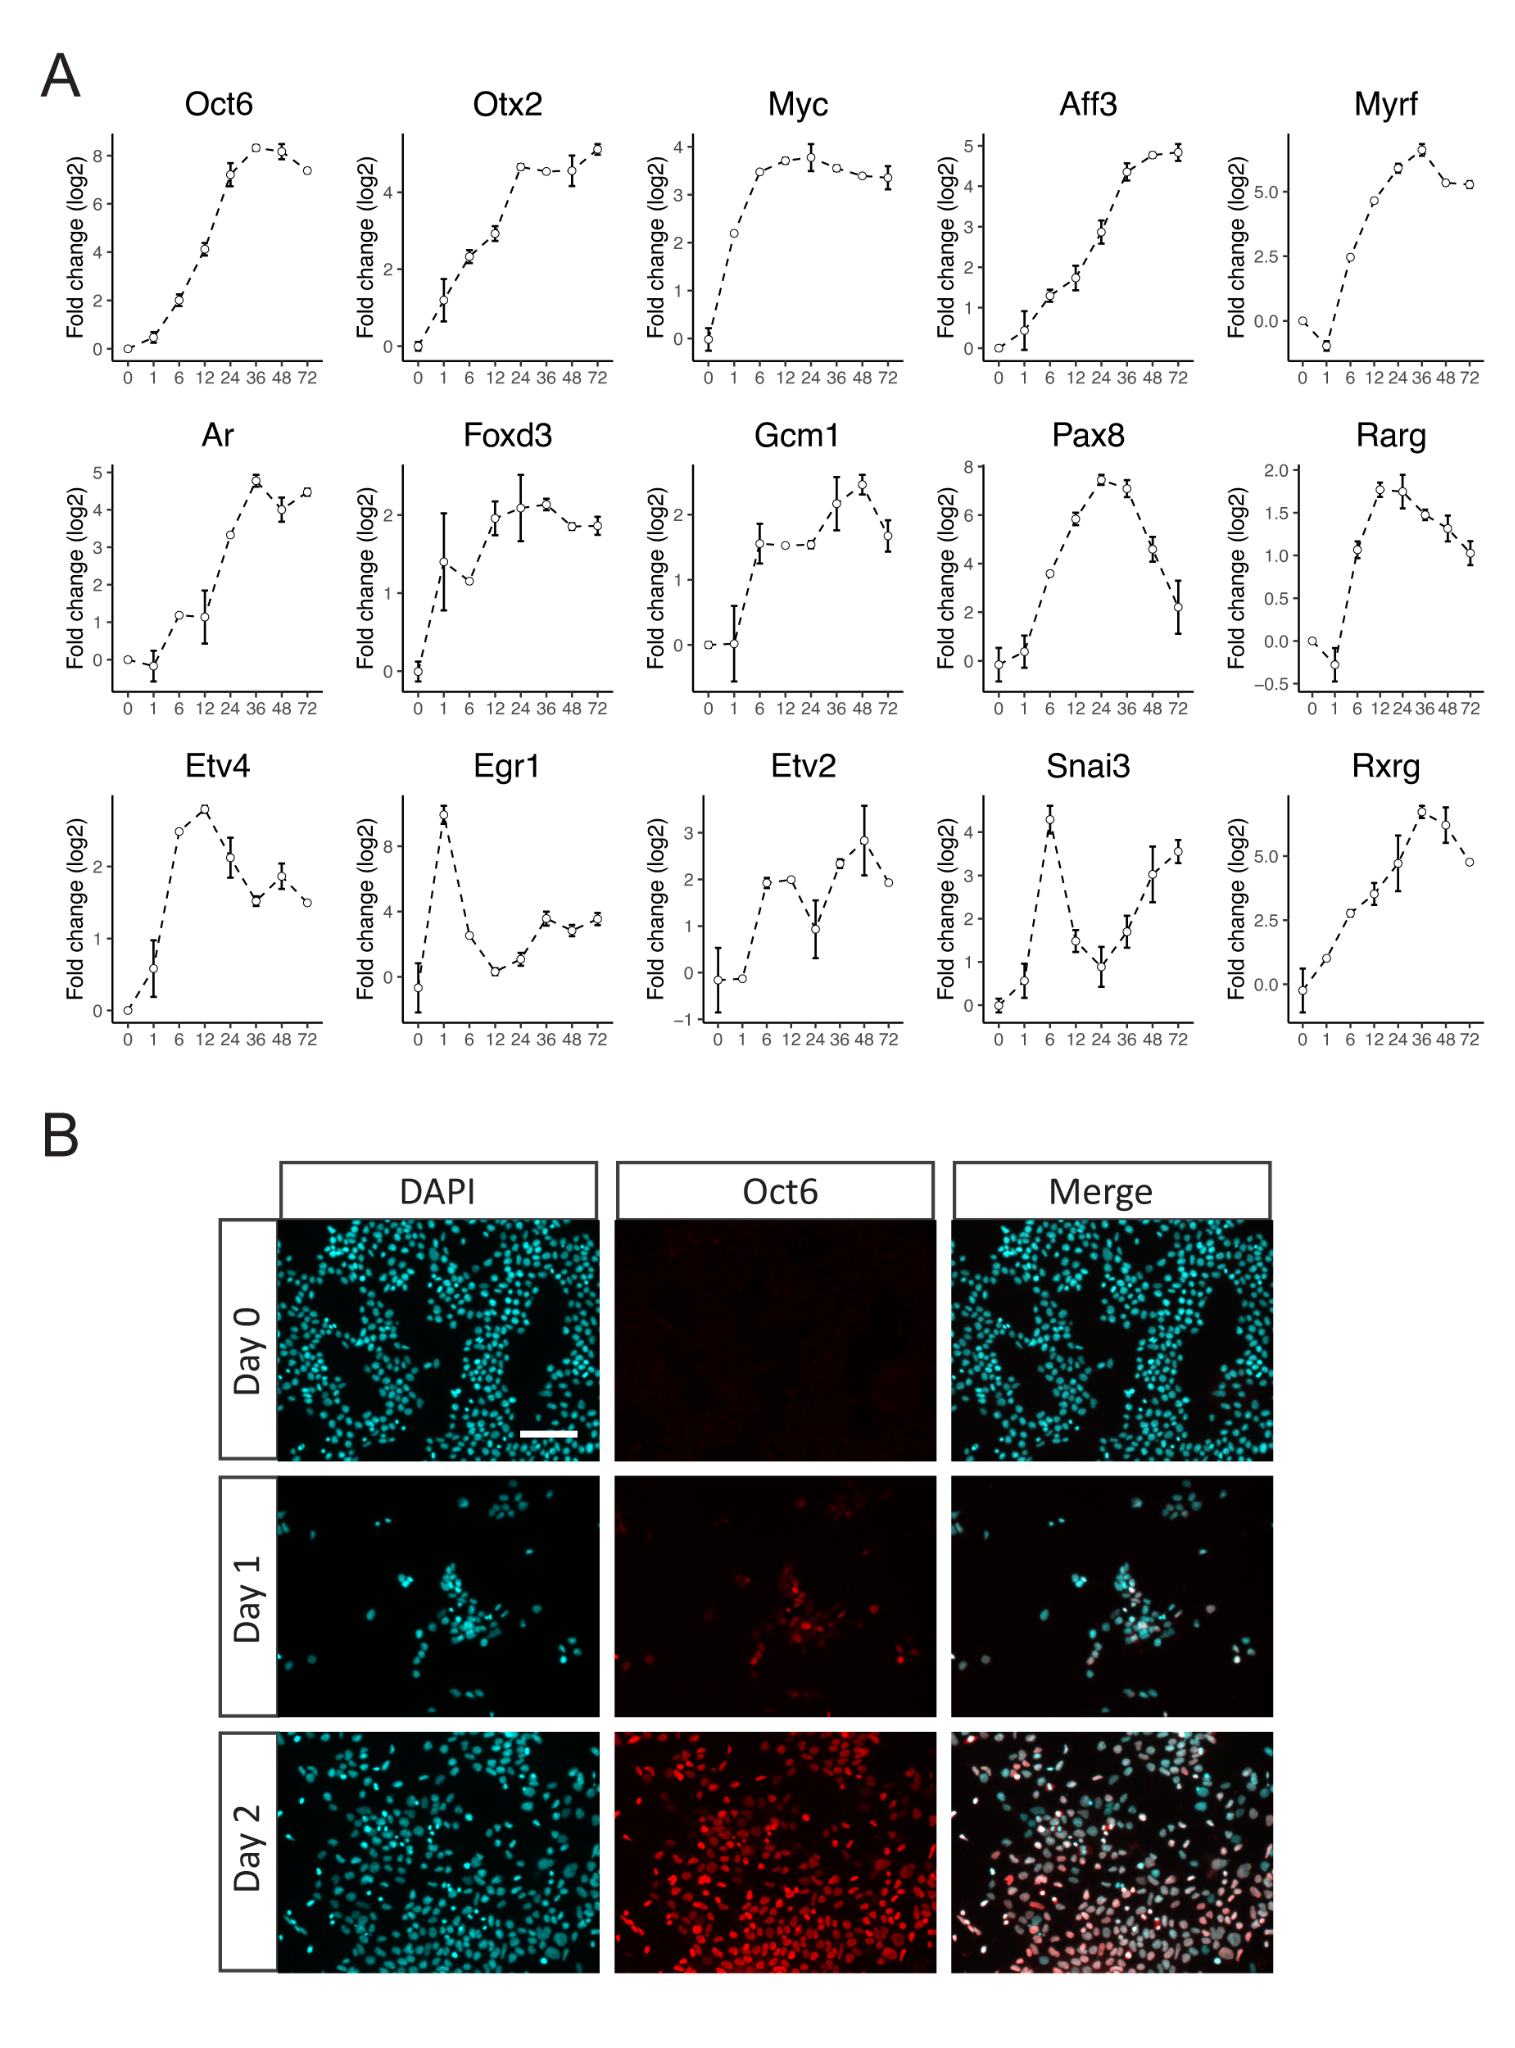

### Figure S2

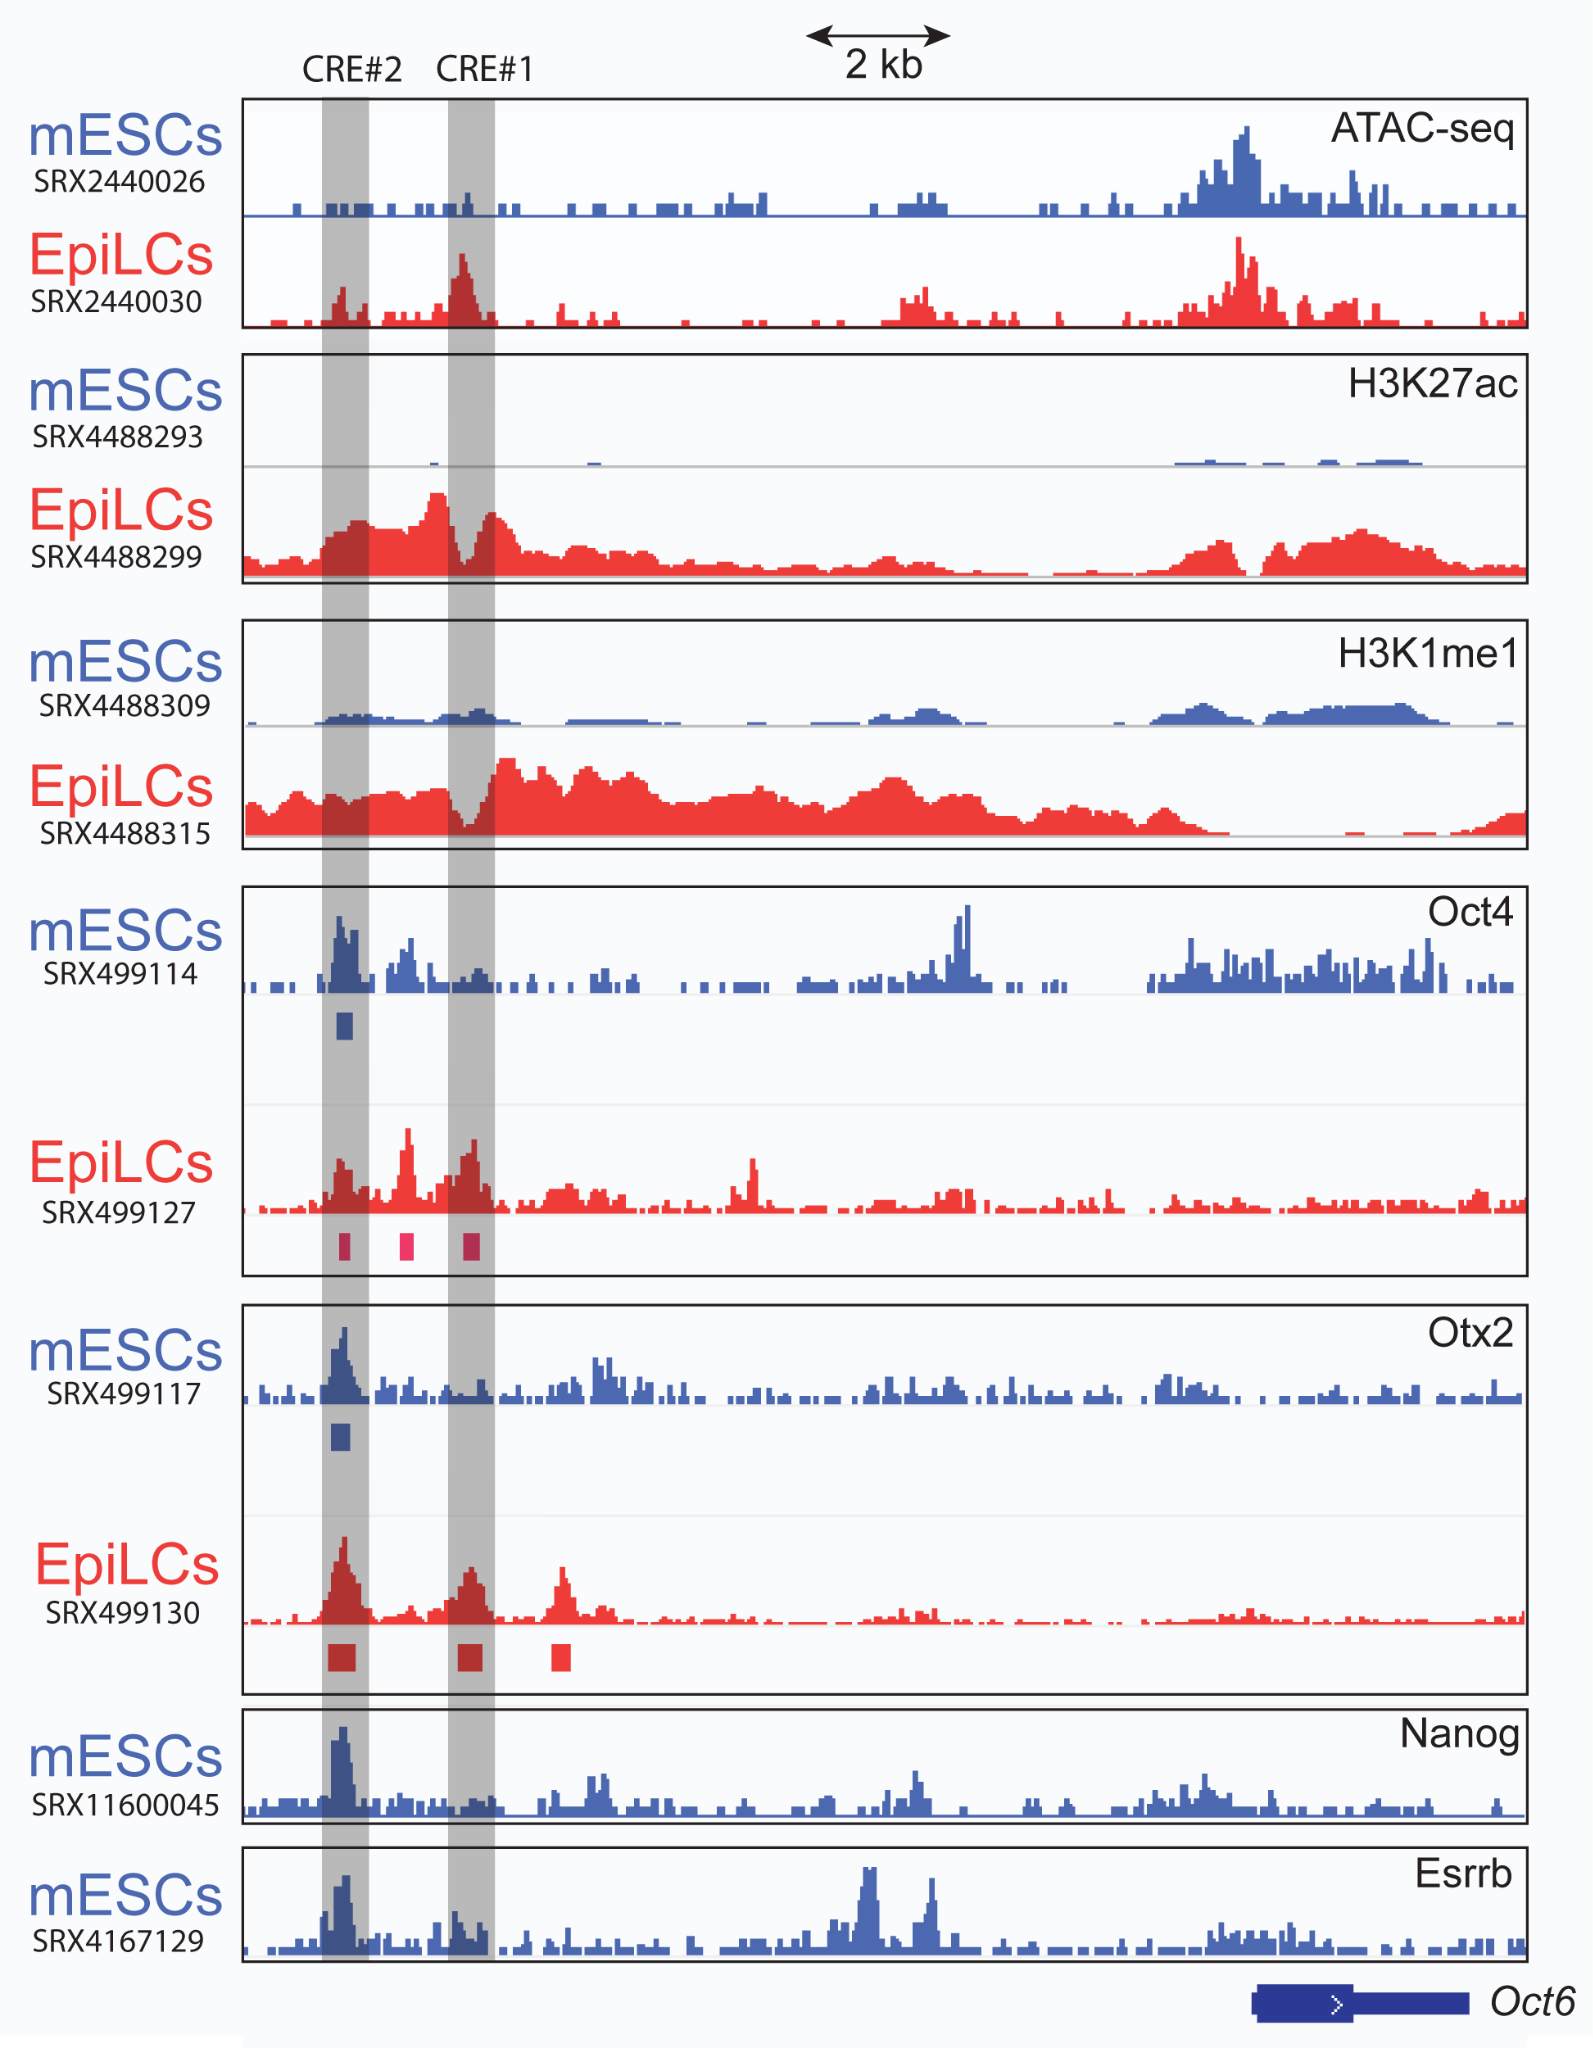

### Figure S3

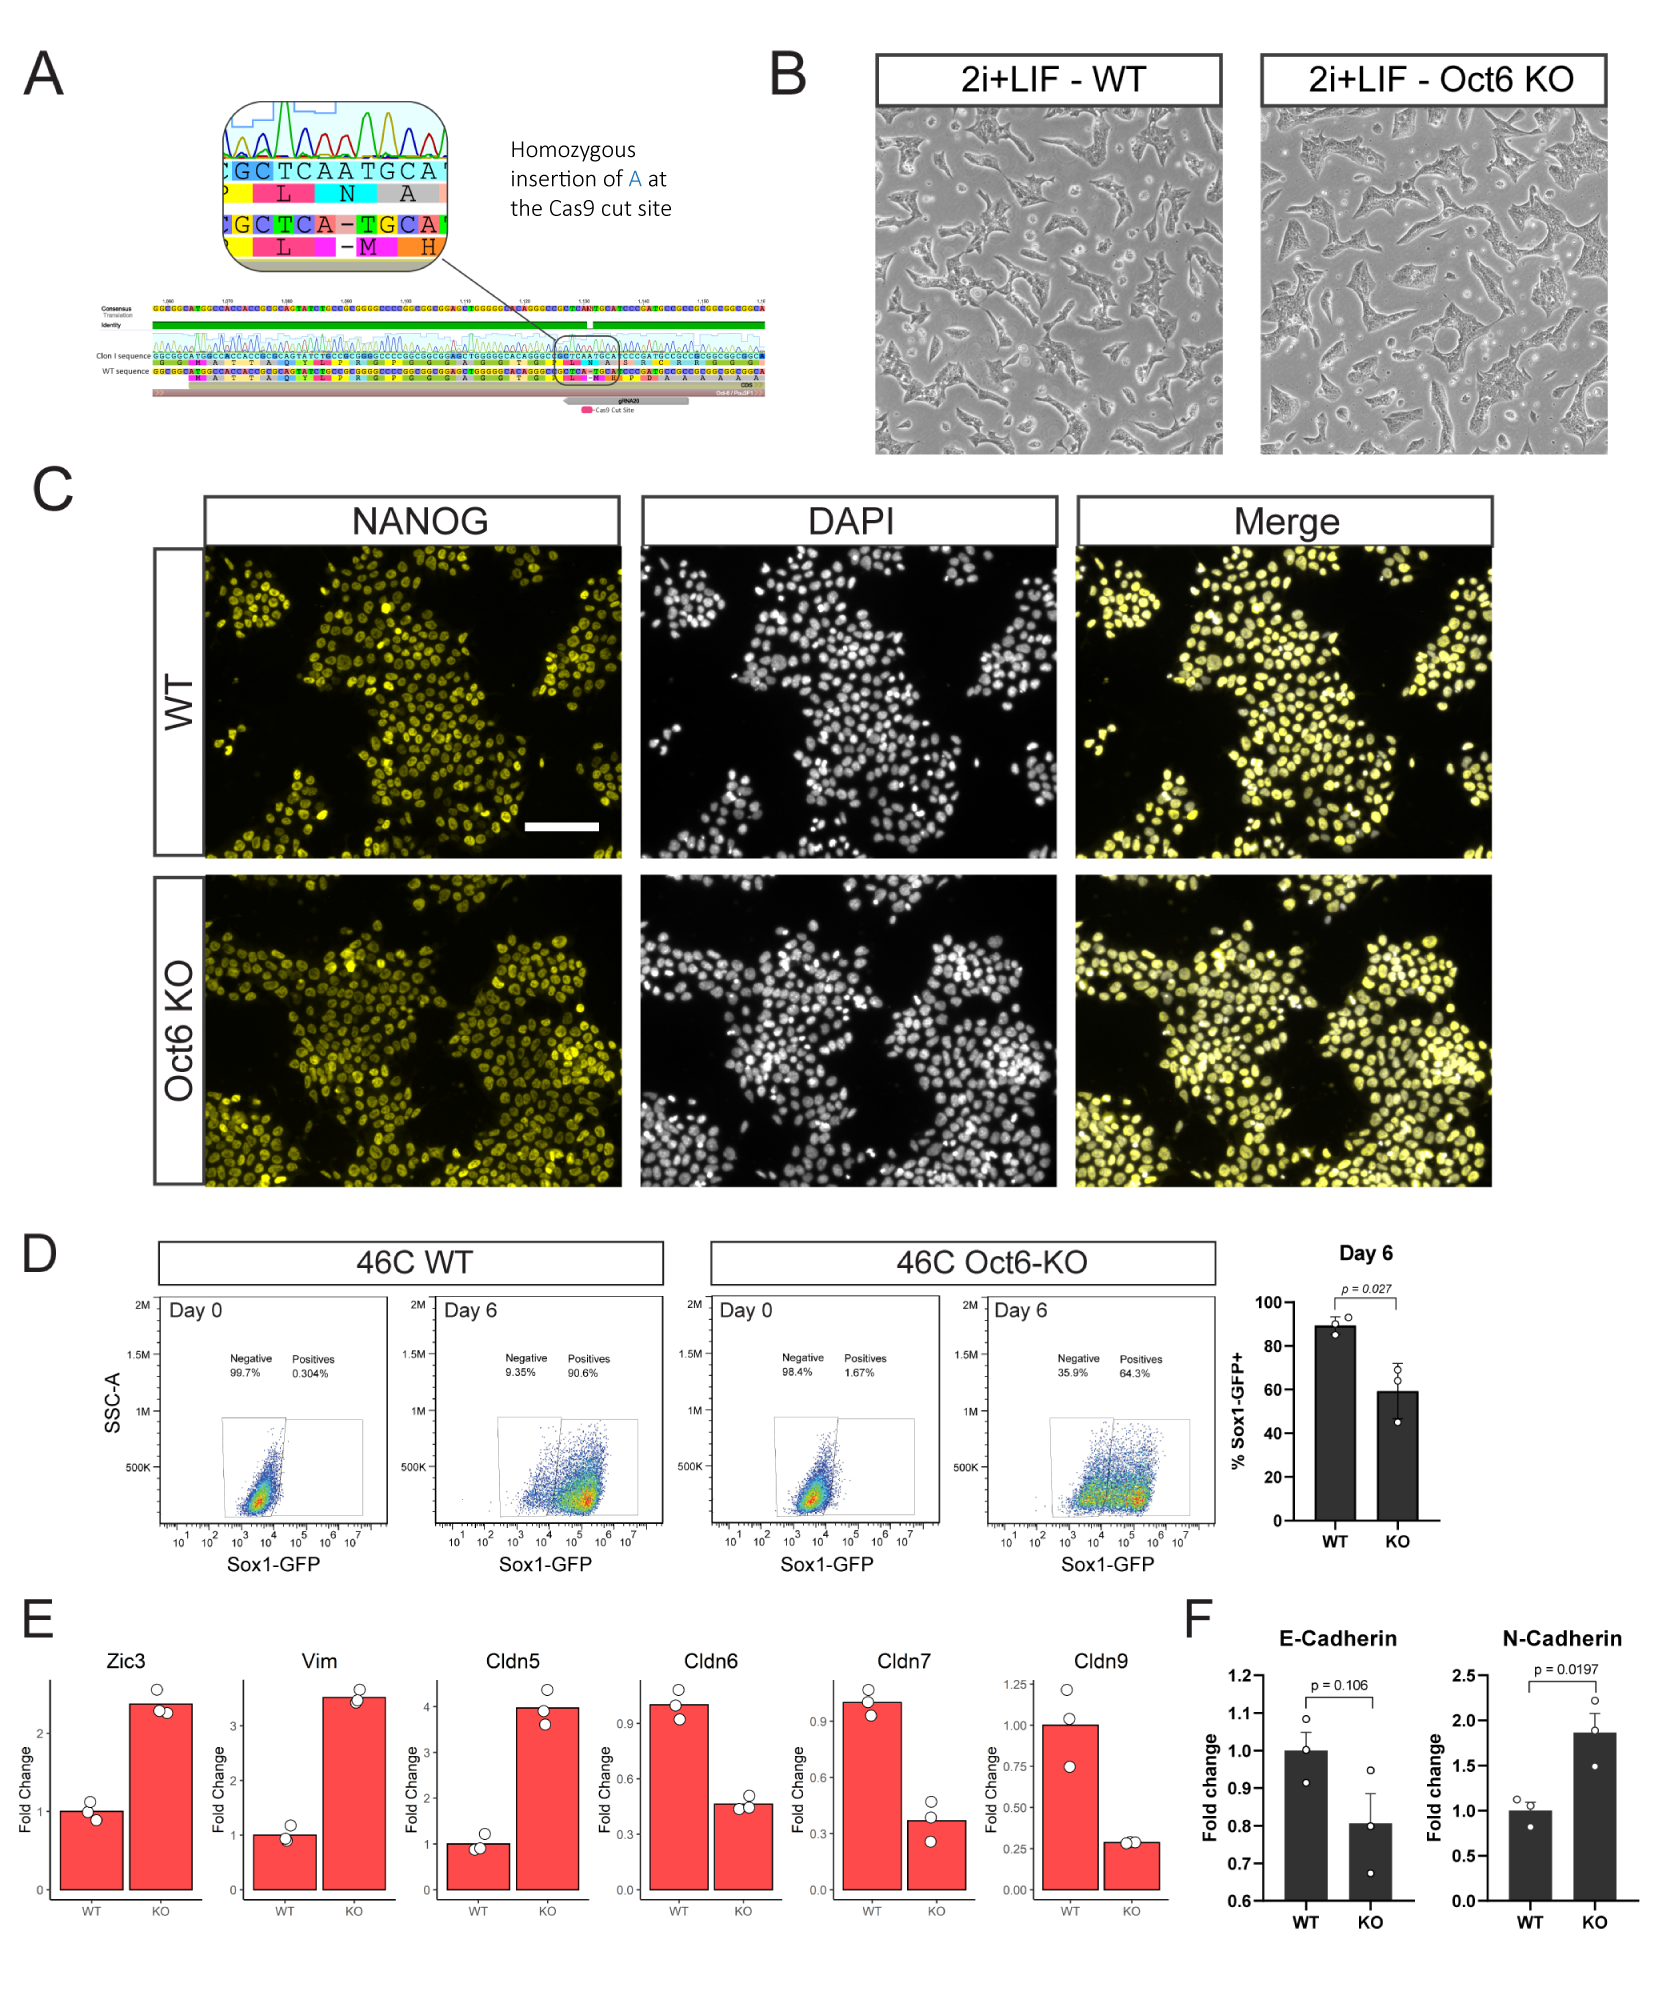

### Figure S4

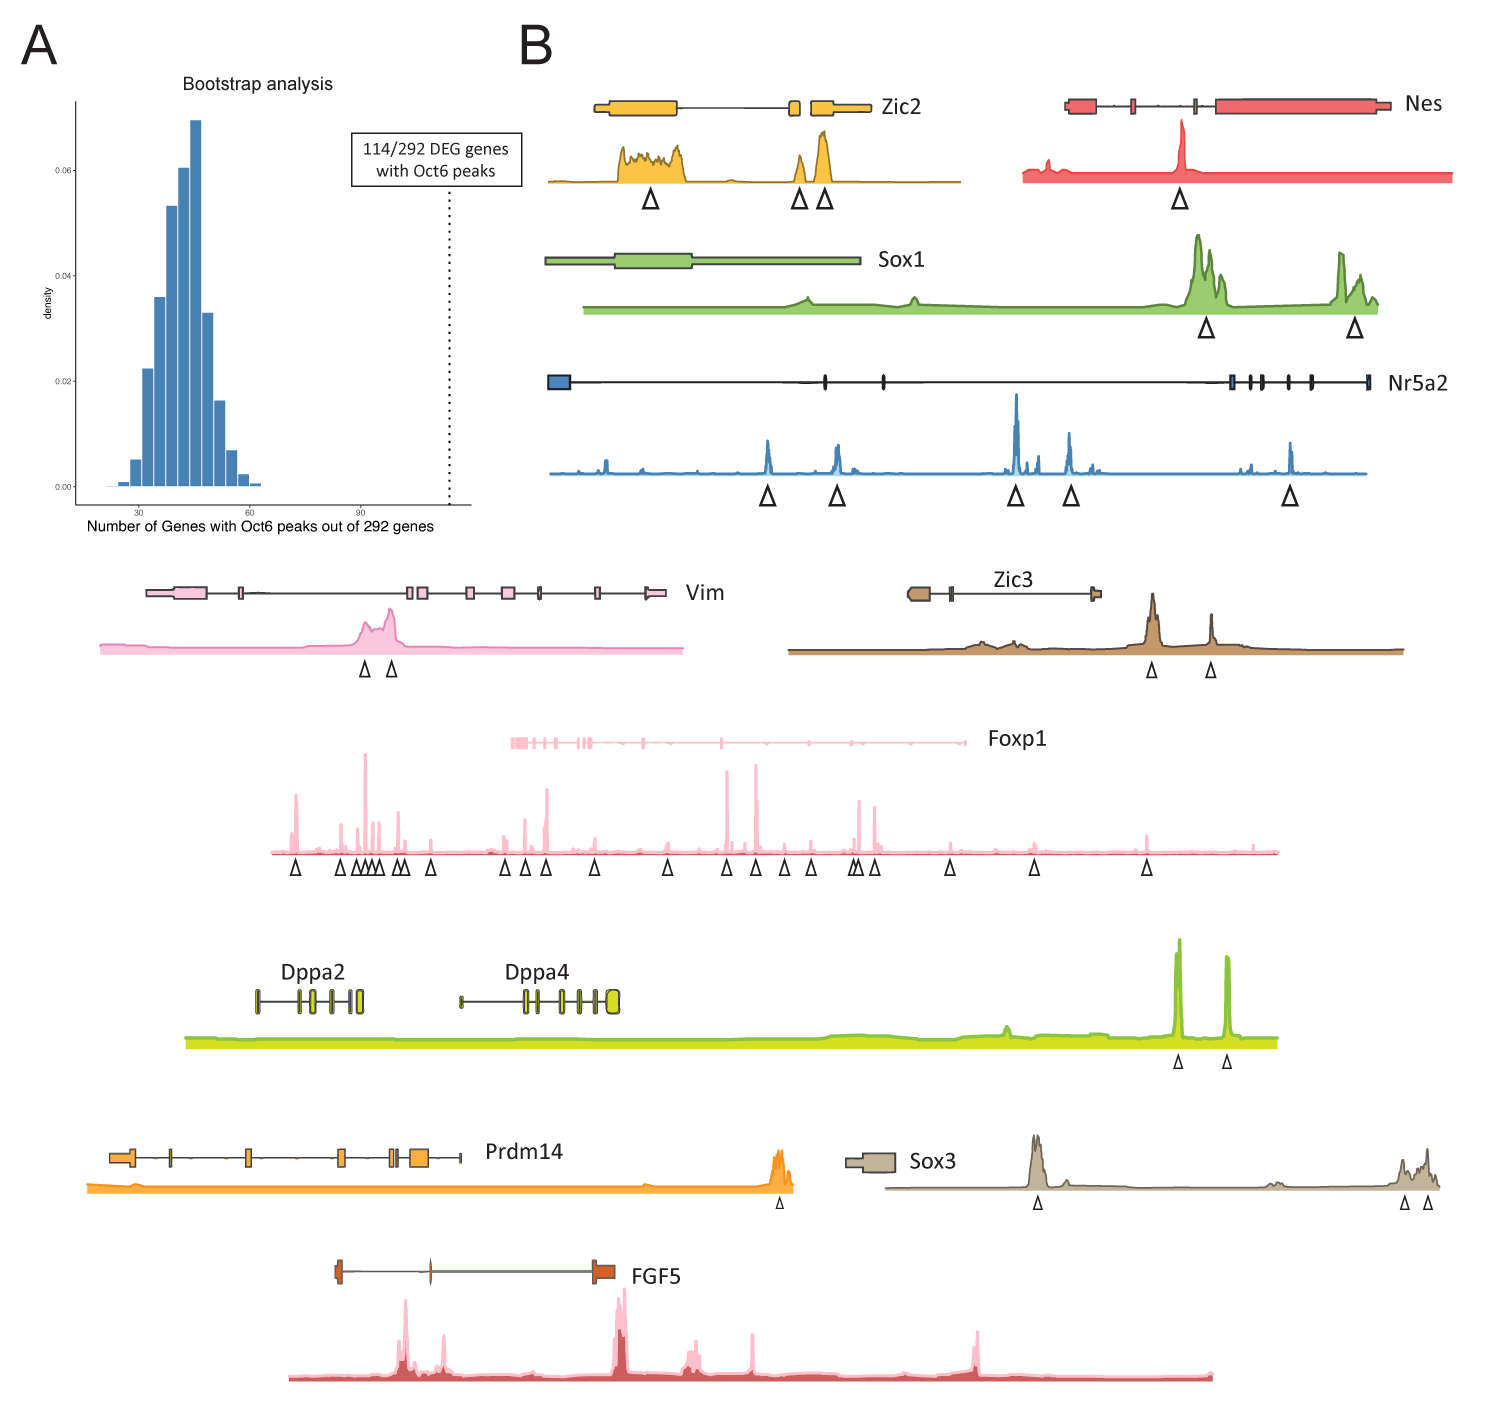

### Figure S5

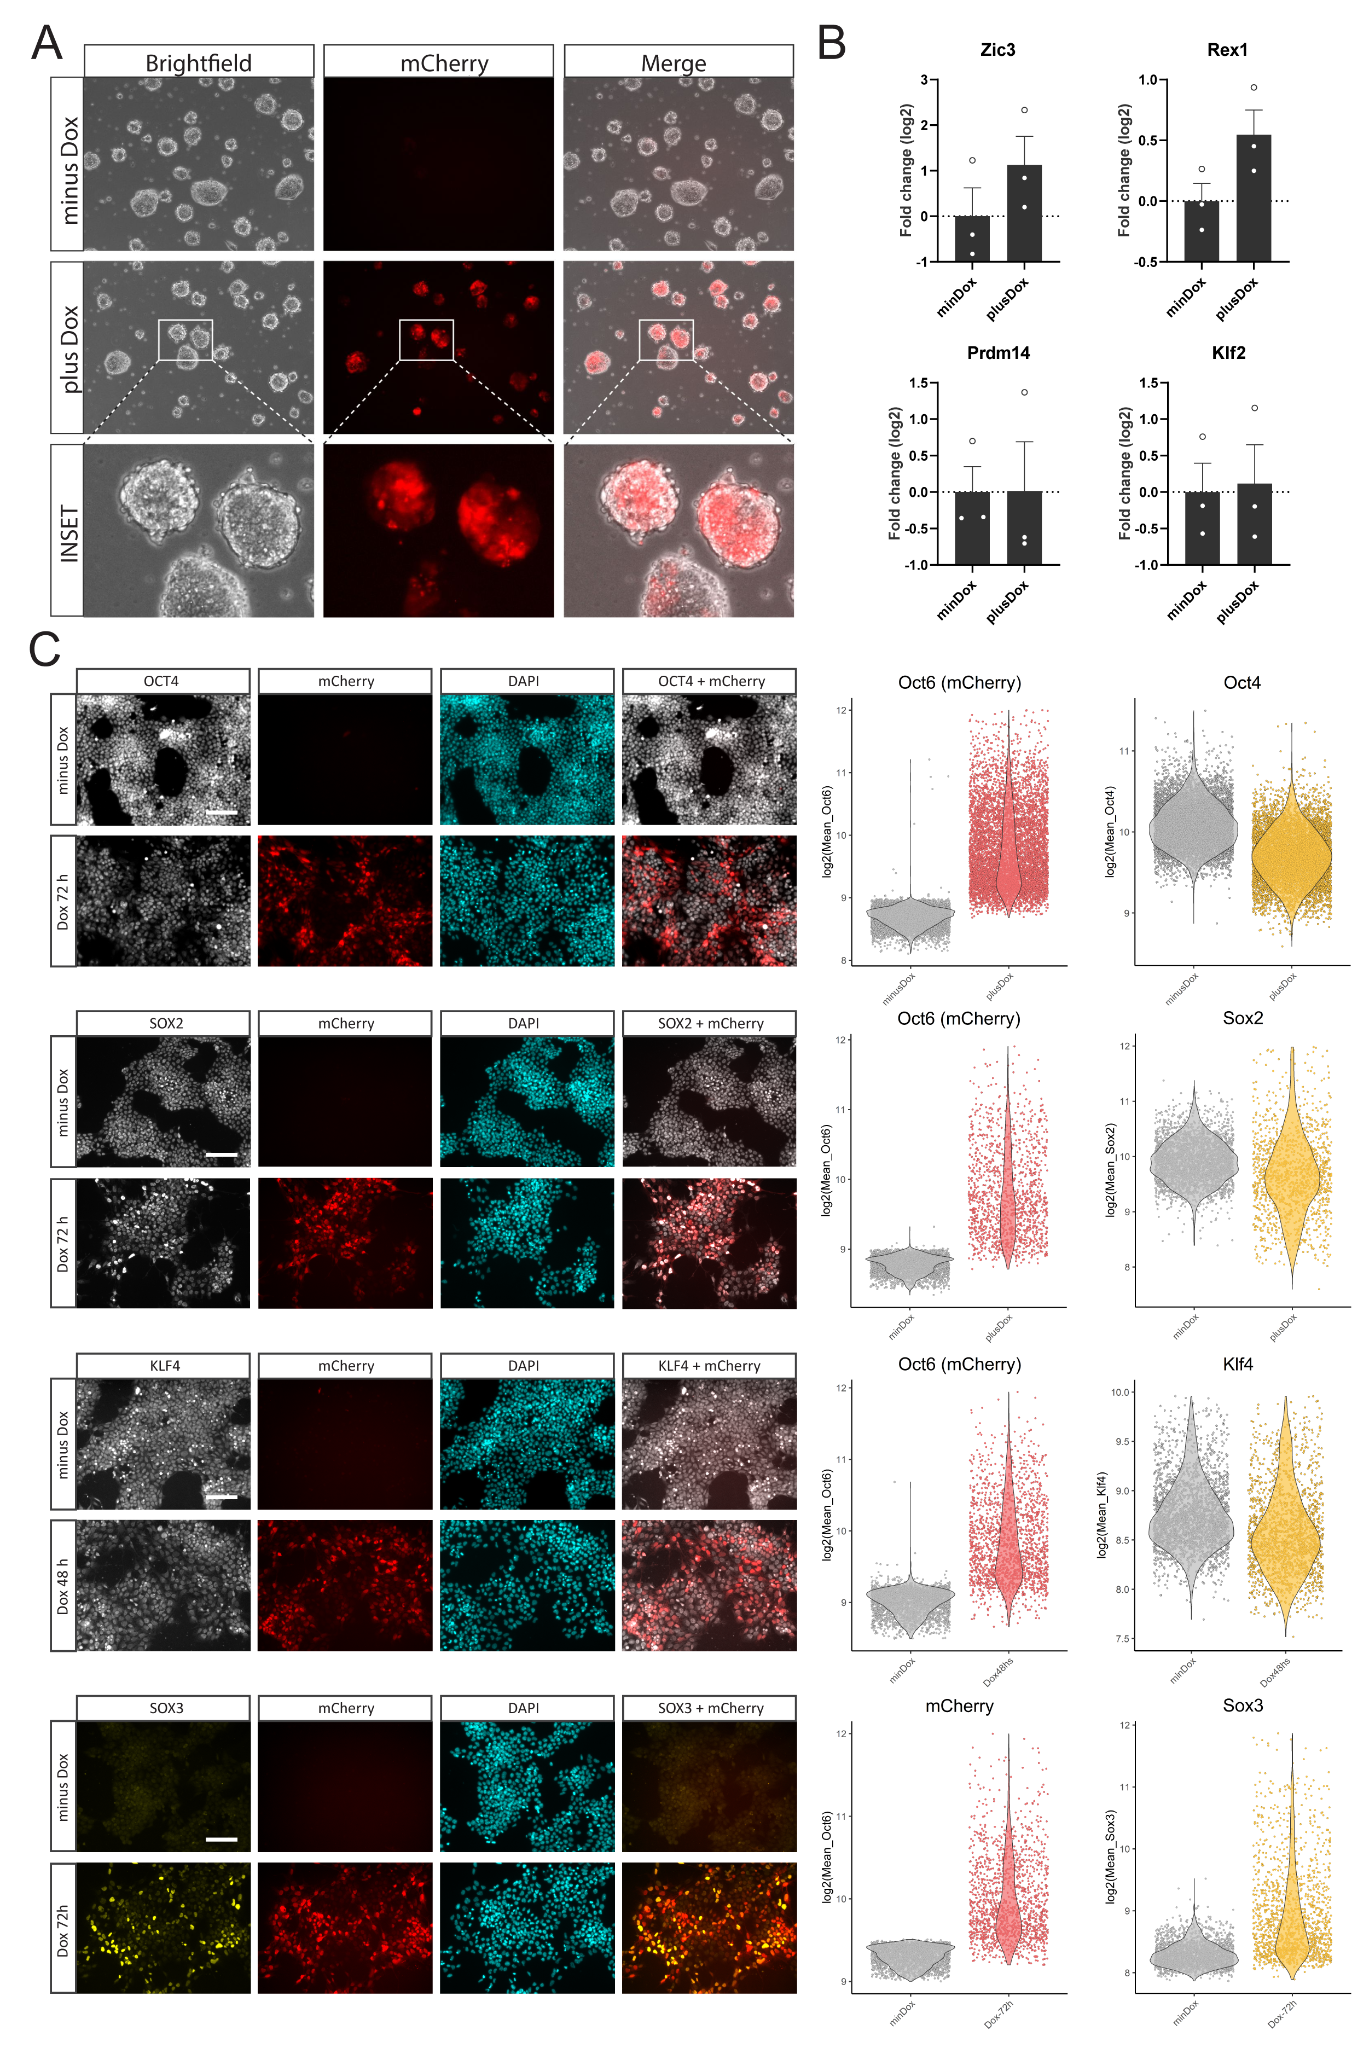

### Figure S6
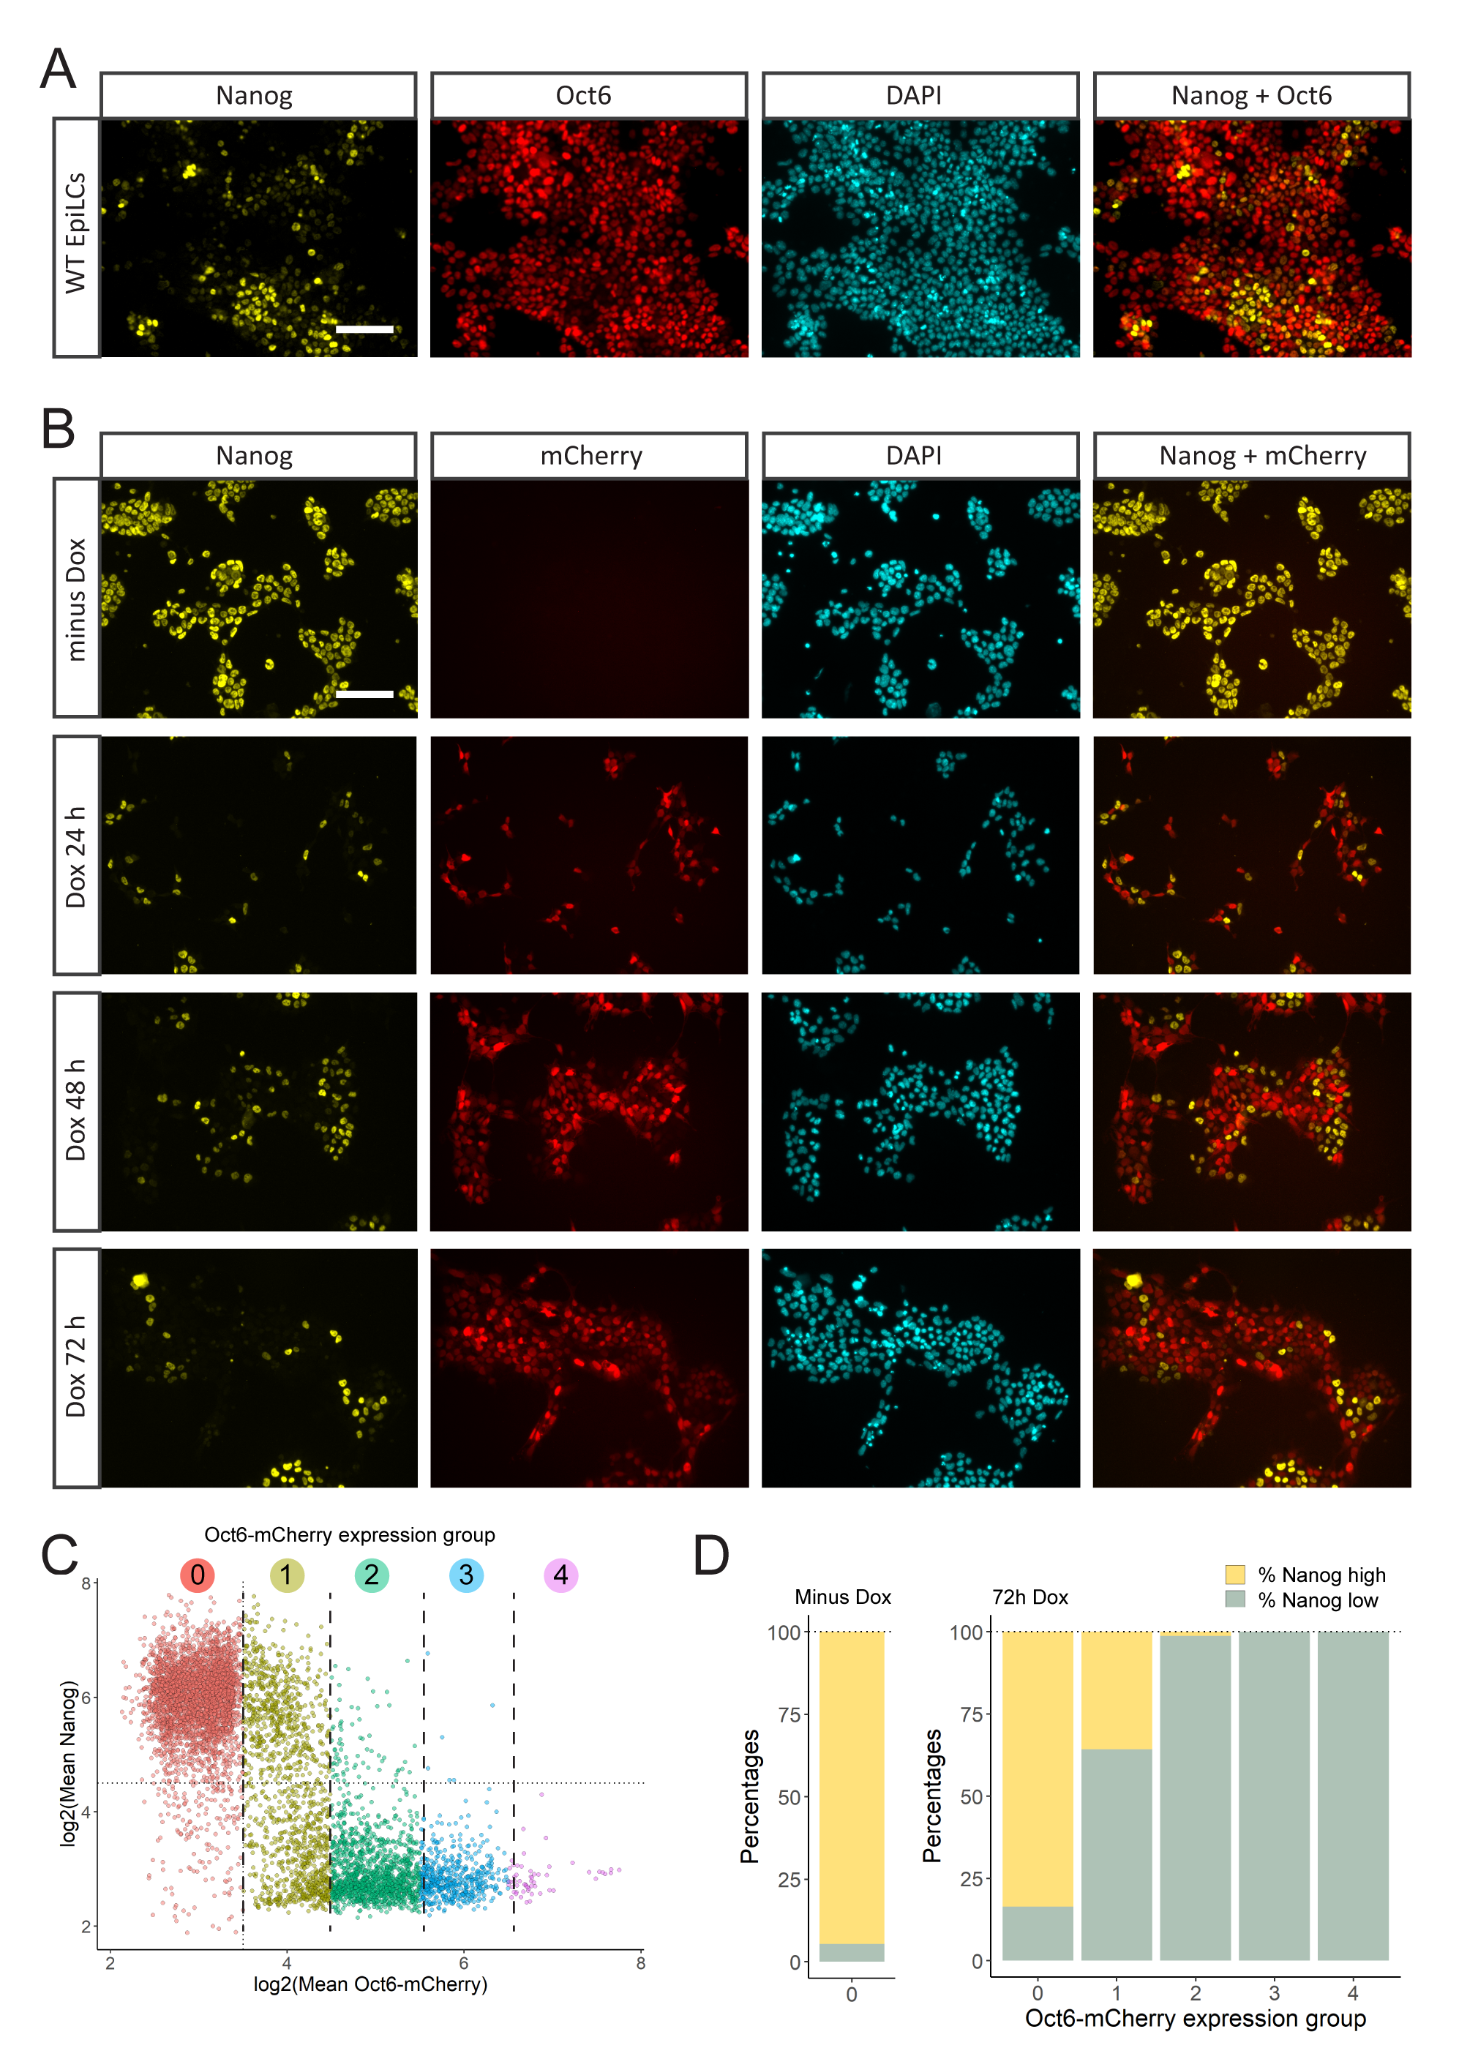

### Figure S7

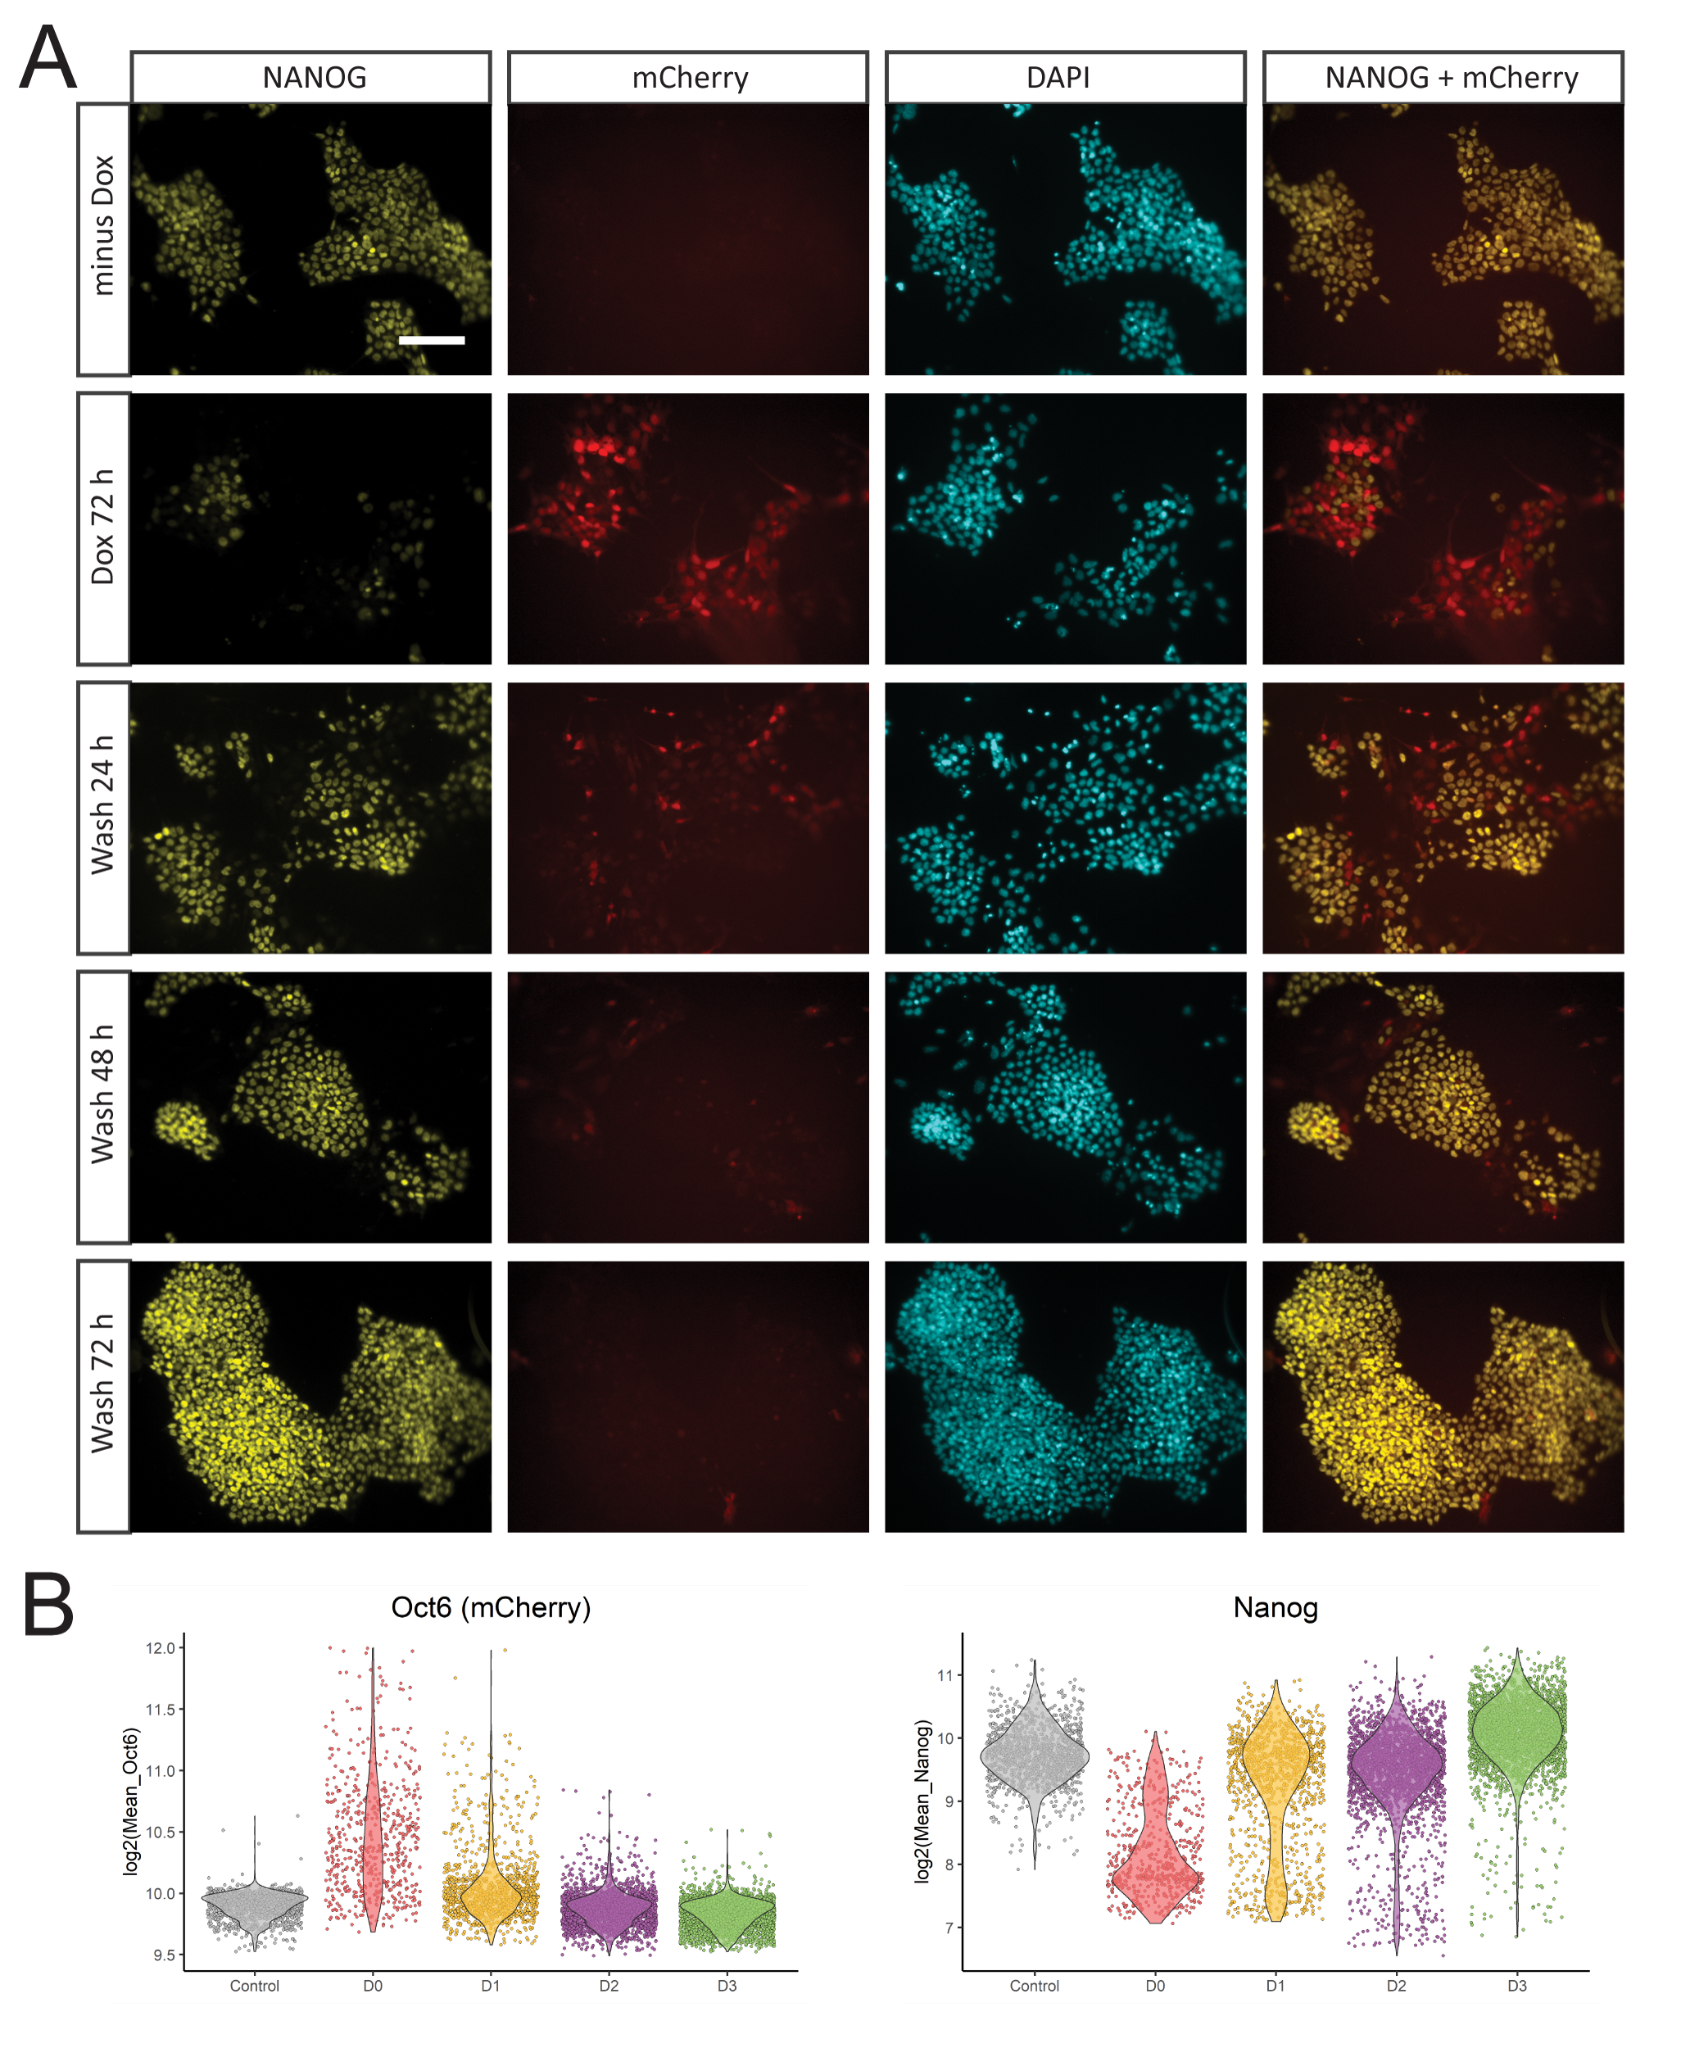

### Figure S8

###
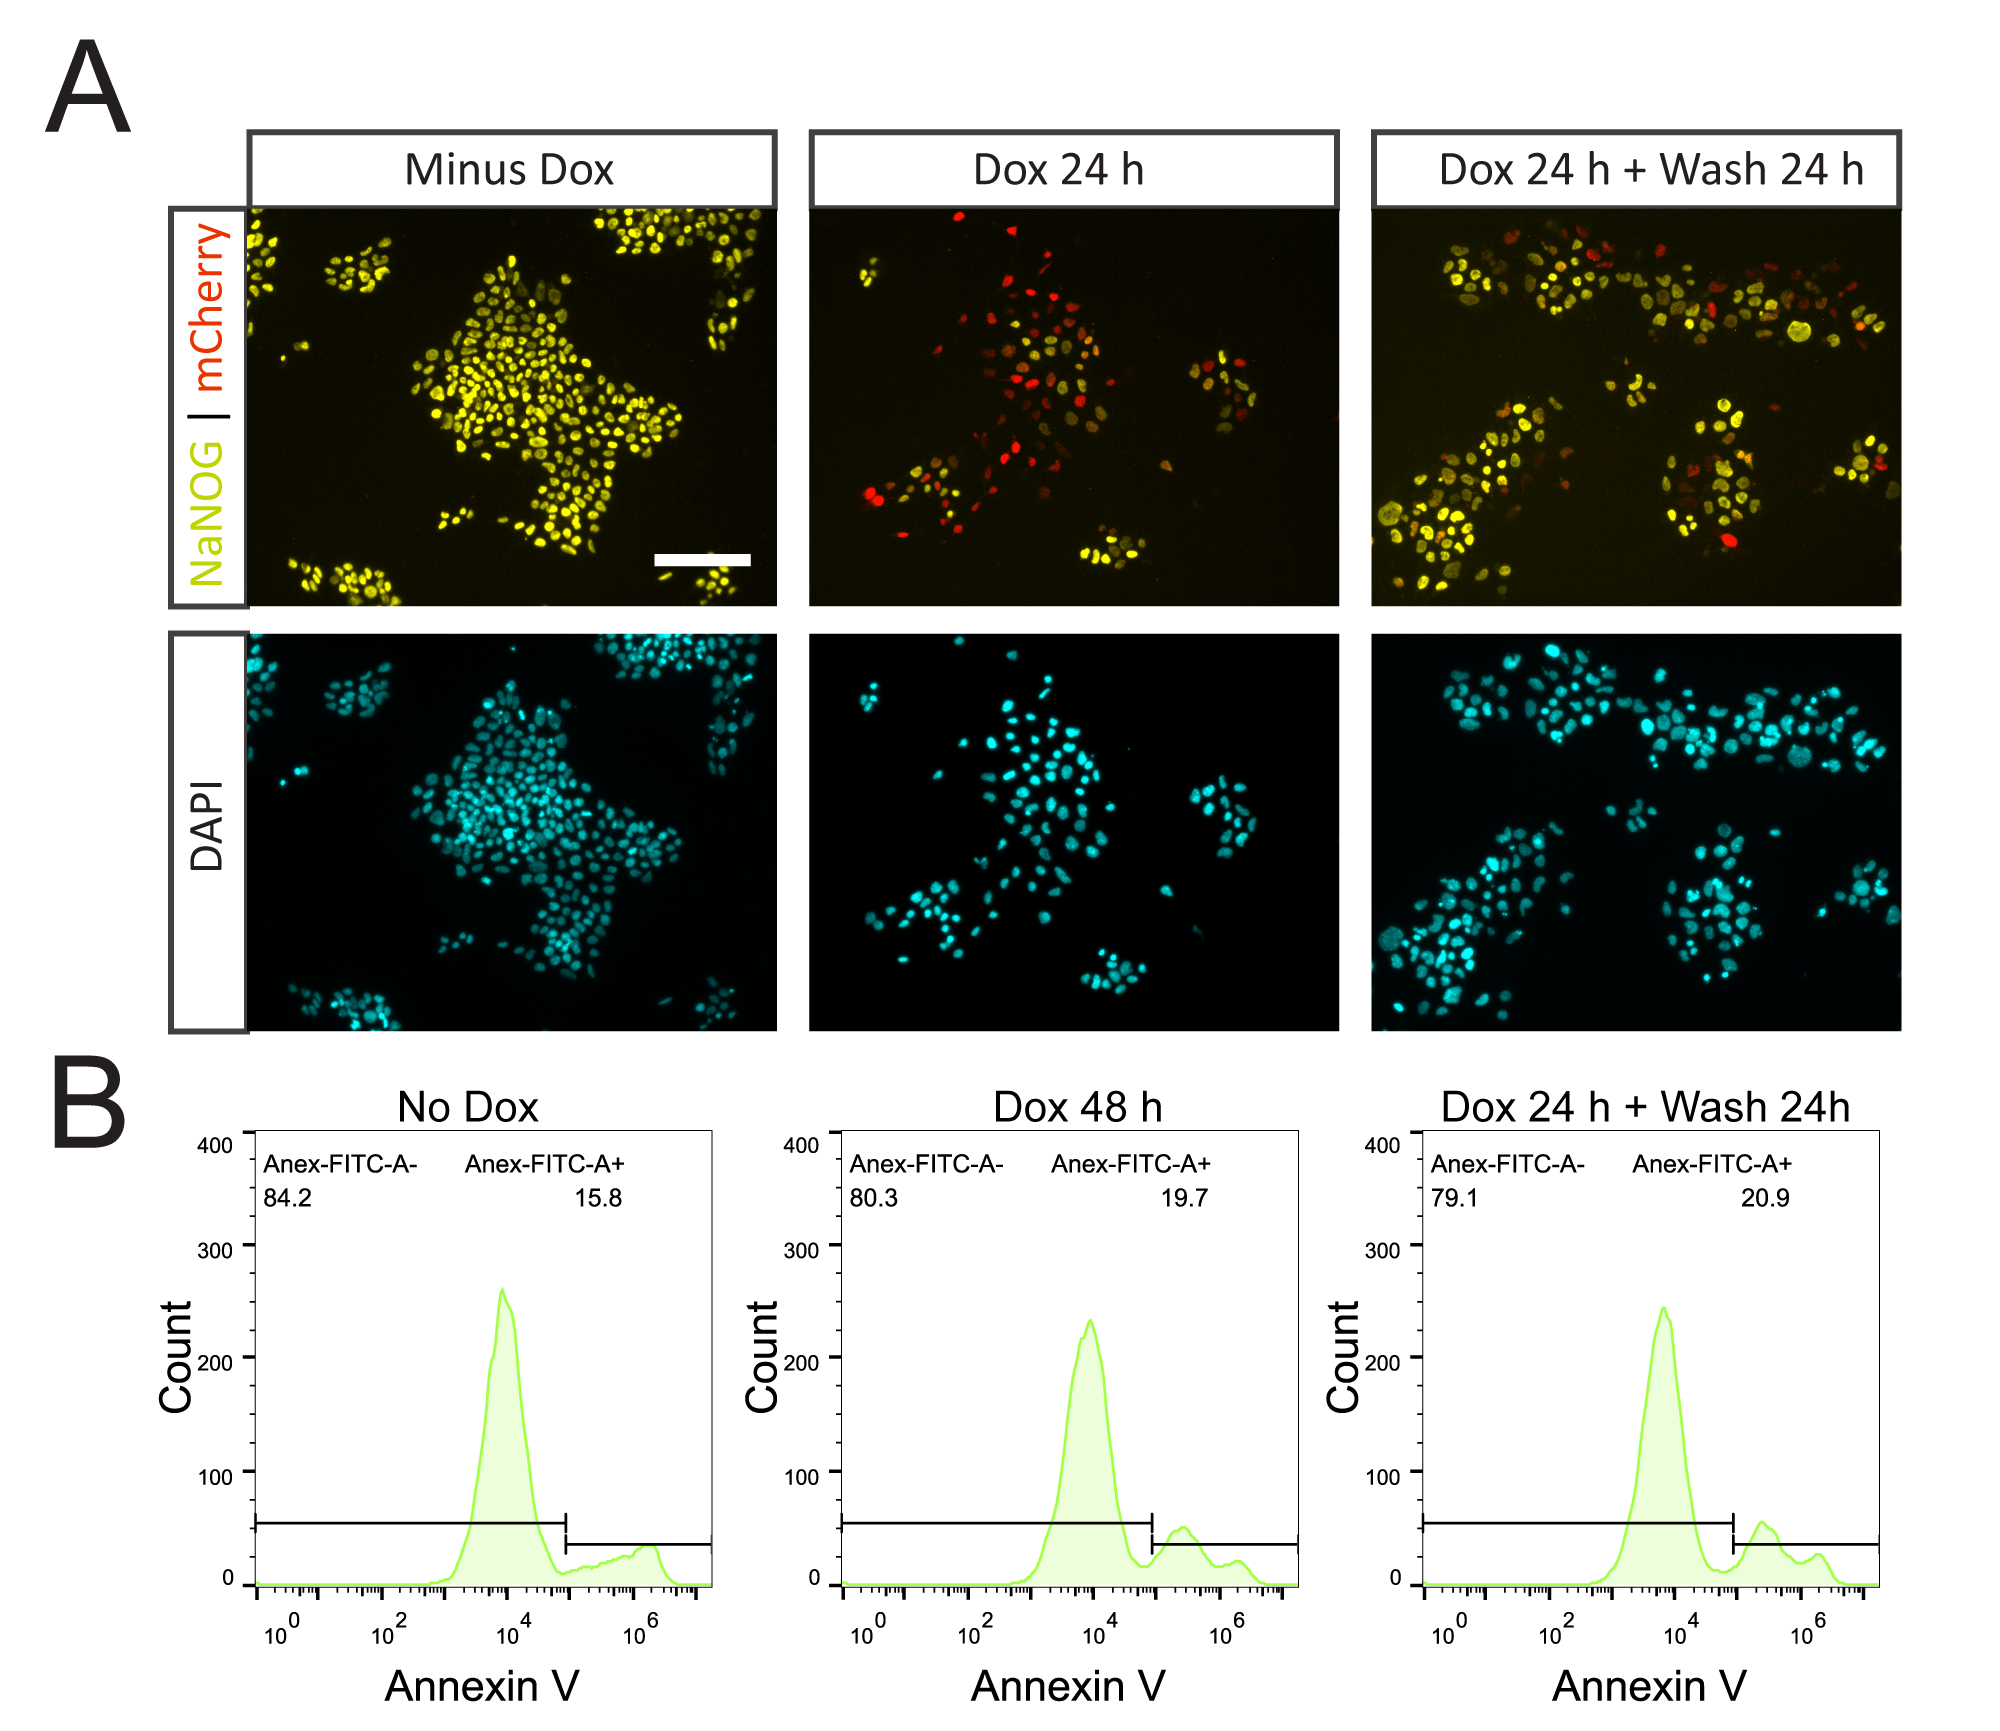

### Figure S9

**
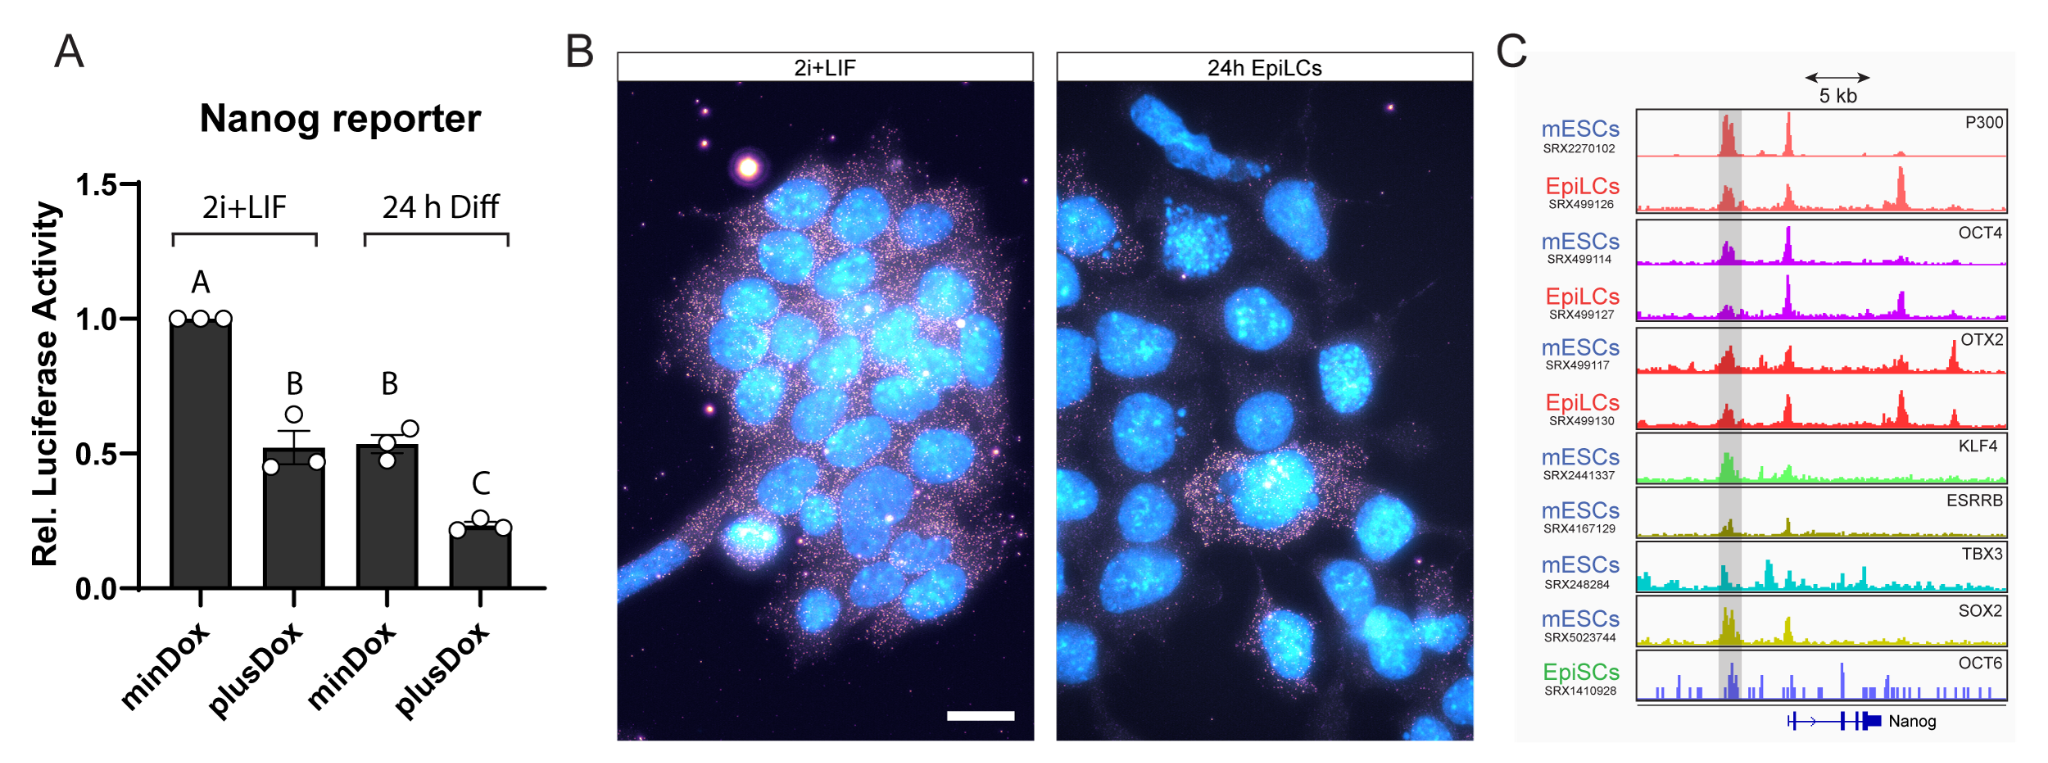
**

#

# Supplementary Figure Legends

**Figure S1. Expression of TFs induced during EpiLC differentiation**

(A) Expression of TFs induced during the differentiation of EpiLCs. Re-analysis of RNA-seq data of Yang et al [(Yang et al., 2019)](https://www.zotero.org/google-docs/?OPCUTx). (B) Representative immunofluorescence of OCT6 in undifferentiated cells and 24 or 48 h EpiLCs. Scale bar: 100 µm.

**Figure S2. Binding of pluripotency TFs and histone marks at the Oct6 promoter**

Evaluation of the binding of OCT4, OTX2, H3K27ac, H3K4me1, NANOG, and ESRRB at the *Oct6* locus based on previously published ChIP-seq experiments [(Atlasi et al., 2019; Bleckwehl et al., 2021; Buecker et al., 2014; Chen et al., 2018; Narita et al., 2021; Yang et al., 2019)](https://www.zotero.org/google-docs/?dFr262). Two CRE were identified. CRE#2 is bound by the four TFs in mESCs. OTX2 and OCT4 binding is extended to CRE#1 in EpiLCs, which also shows the topology of active enhancer marks H3K27ac and H3K4me1. The respective SRA experiment IDs are indicated on the left.

**Figure S3. Generation and validation of Oct6 KO mESCs.**

(A) DNA sequencing of the *Oct6* locus for WT 46C cells and for “Clon I” shows that the latter contains a homozygous insertion of an adenine at the Cas9 cutting site. This insertion generates a change in the open reading frame of Oct6 modifying the amino acid sequence starting from amino acid 22 and generating a premature stop codon. 

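Oct6 is annotated as Pou3f1 (ENSMUSG00000090125, transcript ENSMUST00000053491.9) on the forward strand of chromosome 4 of GRCm39, from 124550600 to 124554448. The transcript has 1 exon, and its coding sequence from 124551500 to 124552846 encodes 449 amino acids. The site targeted by the sgRNA, CCGCTCATGCATCCCGATGCCGC on the forward strand, spans 124551560 to 124551582 and has 1 match on chromosome 4. The sgRNA, GCGGCATCGGGATGCATGAG, reads along the reverse strand with the PAM CGG, which places the Cas9 cutting site between 124551565 and 124551566, after 66 bases of coding sequence. With 60 bases on each side, the reference sequence around the site is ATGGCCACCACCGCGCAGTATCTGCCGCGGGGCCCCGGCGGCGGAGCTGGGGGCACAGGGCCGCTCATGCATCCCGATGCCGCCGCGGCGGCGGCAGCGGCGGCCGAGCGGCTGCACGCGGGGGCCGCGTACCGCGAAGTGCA. An adenine inserted at the cutting site of this reference, translated from the annotated start codon, first changes amino acid 23 and ends the product after 101 amino acids, 79 of them from the changed frame.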

(B) Brightfield images showing the similar morphology of WT and *Oct6* KO mESCs cultured in 2i+LIF. (C) Immunofluorescence of the pluripotency markers OCT4, SOX2, NANOG, and KLF4 showing similar expression in WT vs Oct6 KO cells maintained in 2i+LIF. Scale bar: 100 µm. (D) Neural precursor differentiation was evaluated by flow cytometry analysis of the Sox1-GFP reporter. Comparison of WT and Oct6 KO 46C cells on day 0 (2i+LIF) or at day 6 of neural differentiation. *Left*, flow cytometry plots of a representative biological replicate. *Right*, percentage of Sox1-GFP+ neural precursors at day 6 for WT and Oct6 KO cells for three biological replicates. (E) Examples of DE gene expression from the RNA-seq results. (F) RT-qPCR analysis of E-Cadherin and N-Cadherin in WT and Oct6 KO EpiLCs. Results are as presented as mean ± SEM for three independent replicates.

**Figure S4. Binding of OCT6 to the genome in EpiSCs.**

(A) Analysis of DE genes of the RNA-seq data comparing WT vs Oct6 KO EpiLCs that contain OCT6 binding peaks in EpiSCs based on Matsuda et al. 114 out of 292 DE genes contained OCT6 binding peaks, suggesting a possible direct regulation by this TF. To obtain the random distribution of OCT6 binding among 292 randomly selected genes we followed a bootstrap strategy with 10.000 iterations. (B) OCT6 binding peaks in EpiSCs in example DE genes from our RNA-seq experiment.

**Figure S5. Overexpression of OCT6 in undifferentiated Oct6 KO cells**

(A) Overexpression of the mCherry fluorescent protein (alone) after Dox treatment did not induce any morphological changes as cells presented the typical dome shape with no cell protrusions. (B) RT-qPCR analysis of *Zic3, Rex1, Prdm14*, and *Klf2* in Oct6-P2A-mCherry cells maintained in 2i+LIF with or without Dox treatment. Results are as presented as mean ± SEM for three independent replicates. (C) Quantitative immunofluorescence of OCT4, SOX2, KLF4, and SOX3 in Oct6-P2A-mCherry cells maintained in 2i+LIF untreated or Dox treated for 24, 48, and 72 h. Panels on the left show representative immunofluorescence images. The right charts show the quantifications for mCherry and the selected TFs. Scale bar: 100 µm.

**Figure S6. OCT6 and NANOG are expressed in a mutually exclusive manner**

(A) Immunofluorescence analysis of OCT6 and NANOG in WT 48h EpiLCs showing mutually exclusive expression in normal conditions. Scale bar: 100 µm. (B) Inducible overexpression of Oct6-P2A-mCherry in Oct6 KO cells maintained in 2i+LIF shows that Oct6 represses the expression of Nanog. Cells were either untreated or treated with Dox for 24, 48, and 72 h. Scale bar: 100 µm. (C) Correlation between Oct6-P2A-mCherry and NANOG nuclear intensity expression in untreated or Dox-treated cells in 2i+LIF after immunostaining experiments. The circles show the mean fluorescence for individual cells. Cells were separated into different expression groups according to mCherry fluorescence, with each group displaying roughly 2-fold expression compared to the previous one. (D) Percentage of Nanog positive and Negative cells in each of the indicated groups in (C).

**Figure S7. Repression of NANOG by OCT6 overexpression is reversible**

(A) Oct6-P2A-mCherry cells maintained in 2i+LIF were untreated (minDox) or Dox treated for 72 hours and analyzed for mCherry and Nanog expression. Additionally, 72 h Dox treated cells were released from Dox induction and cultured for an additional 24, 48, or 72 h after washing and further evaluated for mCherry and Nanog expression. Representative images are shown. Scale bar: 100 µm. (B) Quantification of nuclear mCherry and NANOG signal of the experiment in A. mCherry fluorescence was rapidly reduced after Dox release. Nanog expression after Dox treatment is restored to similar levels as in untreated cells, showing that its repression by OCT6 is reversible.

**Figure S8. Reversion of OCT6 expression does not induce an increase in apoptosis levels**

(A) OCT6-P2A-mCherry cells maintained in 2i+LIF were untreated (minDox), treated with Dox for 48 hours, or treated with Dox for 24 hours and released from Dox for another 24 hours. Cells were analyzed for mCherry and NANOG expression by immunofluorescence to validate NANOG re-expression after Dox wash. Scale bar: 100 µm. (B) Analysis of apoptosis levels by Annexin V staining and flow cytometric analysis of the treatments indicated in (A).

**Figure S9. Single-molecule Nanog RNA fish and 3’UTR analysis of translational repression**

(A) Analysis of the Nanog5P luciferase reporter. mESCs were co-transfected with Nanog5P-Luc and ePB-HA-Oct6-P2A-mCherry plasmids, maintained in either undifferentiated conditions or set to differentiate for 24 h, in the presence or absence of Dox. Firefly luminescence was assessed to evaluate Nanog promoter activity. The plot shows normalized luminescence levels relative to undifferentiated mESCs without Dox. Results are presented as mean ± SEM for three independent replicates. Significance between groups was analyzed by linear mixed models (LMM) and indicated with different letters. (B) Single-molecule RNA fish of Nanog of cells in 2i+LIF or after 24 h of EpiLCs induction. Individual Nanog mRNA transcripts can be observed in the cell’s cytoplasm. *Nanog* transcripts are absent in the majority of the cells after 24 h of differentiation. Nuclei were stained with DAPI (cyan). Scale bar: 20 µm. (C) Binding of different TFs at the Nanog locus based on previously published ChIP-seq experiments. The respective SRA experiment IDs are indicated on the left.

#

#

#

#

# Supplementary Tables

Table S1: DEGs RNA-seq

Table S2: GO terms

Table S3: Oligonucleotides

Table S4: antibodies

Table S5: Nanog smRNA FISH probes

#

# Bibliography

[Atlasi, Y., Megchelenbrink, W., Peng, T., Habibi, E., Joshi, O., Wang, S.-Y., Wang, C., Logie, C., Poser, I., Marks, H., Stunnenberg, H.G., 2019. Epigenetic modulation of a hardwired 3D chromatin landscape in two naive states of pluripotency. Nat. Cell Biol. 21, 568–578. https://doi.org/10.1038/s41556-019-0310-9](https://www.zotero.org/google-docs/?IUoMt6)

[Bleckwehl, T., Crispatzu, G., Schaaf, K., Respuela, P., Bartusel, M., Benson, L., Clark, S.J., Dorighi, K.M., Barral, A., Laugsch, M., van IJcken, W.F.J., Manzanares, M., Wysocka, J., Reik, W., Rada-Iglesias, Á., 2021. Enhancer-associated H3K4 methylation safeguards in vitro germline competence. Nat. Commun. 12, 5771. https://doi.org/10.1038/s41467-021-26065-6](https://www.zotero.org/google-docs/?IUoMt6)

[Buecker, C., Srinivasan, R., Wu, Z., Calo, E., Acampora, D., Faial, T., Simeone, A., Tan, M., Swigut, T., Wysocka, J., 2014. Reorganization of enhancer patterns in transition from naive to primed pluripotency. Cell Stem Cell 14, 838–53. https://doi.org/10.1016/j.stem.2014.04.003](https://www.zotero.org/google-docs/?IUoMt6)

[Chen, A.F., Liu, A.J., Krishnakumar, R., Freimer, J.W., DeVeale, B., Blelloch, R., 2018. GRHL2-Dependent Enhancer Switching Maintains a Pluripotent Stem Cell Transcriptional Subnetwork after Exit from Naive Pluripotency. Cell Stem Cell 1–13. https://doi.org/10.1016/j.stem.2018.06.005](https://www.zotero.org/google-docs/?IUoMt6)

[Narita, T., Ito, S., Higashijima, Y., Chu, W.K., Neumann, K., Walter, J., Satpathy, S., Liebner, T., Hamilton, W.B., Maskey, E., Prus, G., Shibata, M., Iesmantavicius, V., Brickman, J.M., Anastassiadis, K., Koseki, H., Choudhary, C., 2021. Enhancers are activated by p300/CBP activity-dependent PIC assembly, RNAPII recruitment, and pause release. Mol. Cell 81, 2166-2182.e6. https://doi.org/10.1016/j.molcel.2021.03.008](https://www.zotero.org/google-docs/?IUoMt6)

[Yang, P., Humphrey, S.J., Cinghu, S., James, D.E., Mann, M., Yang, P., Humphrey, S.J., Cinghu, S., Pathania, R., Oldfield, A.J., 2019. Multi-omic Profiling Reveals Dynamics of the Phased Progression of Pluripotency Article Multi-omic Profiling Reveals Dynamics of the Phased Progression of Pluripotency. Cell Syst. 8, 427-445.e10. https://doi.org/10.1016/j.cels.2019.03.012](https://www.zotero.org/google-docs/?IUoMt6)

How the deposited data were processed for this re-analysis (not part of the article)

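RNA-seq was performed on WT EpiLCs and Oct6 KO EpiLCs at 48 h of differentiation, with 3 biological replicates of each and 6 libraries in all. The WT cells were the parental 46C line and the KO cells a single clone of it. The authors checked the reads with FastQC, trimmed them with Fastp, mapped them to GRCm39 with STAR in two-pass mode and took the counts per gene from the same run. The deposited values are raw counts, 1 column per library, without normalization or a filter. The paper's text names neither the STAR version, the annotation release, the use of the strand nor the treatment of reads with several matches.

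The counts covered 55416 genes, of which 30691 had a count in at least 1 library. Ensembl identifiers were matched to GENCODE release M39 for symbols, biotypes and positions: 54749 were found and 667 were not, 296 of which had counts that made up 0.0602% of the total. Where 76 identifiers shared a symbol with another, the symbol went to the identifier with the most counts. Library totals ran from 10995505 to 14680930, the 10 most abundant genes took between 5.04% and 5.70% of the counts of a library and mitochondrial genes between 0.445% and 0.573%. TMM factors ran from 0.974 to 1.02. With 3 libraries per group and a common dispersion of 0.0137, the precision of a value is carried by the standard errors printed beside it. These errors and the adjusted p-values cover the spread between replicates of a single KO clone and of the parental line. They leave out the variation between KO clones. Libraries of a group were not copies of each other, the chi-square per degree of freedom between libraries running from 6.94 to 11.8.

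Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM normalization, edgeR's filterByExpr with its minimum count of 10, which left 15746 genes, and the quasi-likelihood test without robust estimation, with genotype as the only term and Benjamini-Hochberg adjustment over the genes tested. DE genes were those with an adjusted p below 0.1, the paper's threshold, and an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were derived from the F statistic. CPM are edgeR's counts relative to the TMM-normalized library size, with the SD over the 3 libraries of a group.

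Lists were tested with limma 3.58.1, by the directional fry test (threshold 0.05) and by camera with a preset correlation of 0.01 and with an estimated one, on log2 CPM with a prior count of 2. The naïve list held 10 genes, the formative list 12 that the paper names outside its RNA-seq examples, the integrated stress response list 18 and the imprinted list 46. The naïve list was completed from general knowledge, and the stress response and imprinted lists were written after reading Table S1, so that these last lists are not independent of the data. Imprinted genes among DE genes were counted with a two-sided Fisher's exact test against all other genes tested. The median log2 fold change of each of 20 chromosomes with at least 50 genes tested was given relative to that of all genes. Fry, adjusted over chromosomes, tested whether the genes of a chromosome differed between genotypes. It did not test them against the other genes, which camera does. Neighbouring DE genes, within 500 kb of another DE gene, were compared with 10000 random draws of as many tested genes (one-sided permutation test). Windows of 10 Mb and a segmentation by gene order located shifts along chromosomes.

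The tests of the counts of DE genes, of single genes, of the lists, of the chromosomes, of neighbouring genes and of splits of the libraries, the lists themselves and the alternatives were chosen before the data were examined, although the stress response and imprinted lists were written with knowledge of Table S1. The exceptions are the tests of explanations, among them those on GC content and transcript length, on the most highly expressed genes, on parts of the lists and on a uniform delay, and also DESeq2 with replicate block and ashr shrinkage, the removal of the chromosome 6 and 16 shifts, and the omission of chromosomes 6 and 16, which were added after seeing the data together with the windows and the segmentation. The alternatives were DESeq2 1.42.0 without shrinkage, with apeglm 1.24.0 and with a replicate block, edgeR with RLE size factors or library totals alone, no filter, at least 10 counts in every library, a replicate block in edgeR, glmTreat, an adjusted p below 0.05 and each library left out in turn. The ashr version was 2.2.63. The genes named were fixed by a rule: every gene the paper names for its RNA-seq, Pou3f1, the 5 largest increases and the 5 largest decreases with an adjusted p below 0.1, an average log2 CPM of at least 1 and the same direction in each of 3 pairs of replicates with the same number, and the genes of the lists with an adjusted p below 0.1. Some genes that meet the rule are left out of the report.

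The study describes the replicates as paired, and the pairing was checked on the deviations of 13228 genes from their group means. Across these genes, which are not independent replicates, the deviations of libraries with the same number had correlations of 0.253, 0.302 and 0.124, and those with different numbers from −0.228 to −0.0386. A replicate block was therefore kept as an alternative. The pipeline was also tested on simulated data with 15746 genes, 200 of them changed. Of these, edgeR recovered 167 (83.5%) with 20 false calls (10.7% of its calls), and edgeR with the block 166 with 24 false calls (12.6%). DESeq2 recovered 160 with 18 false calls (10.1%), and DESeq2 with the block 145 with 5 false calls (3.33%). The simulated data held no effect of the replicate number, so they do not show whether a block is needed. On simulated data without a change edgeR called 0 genes, with 786 at an unadjusted p below 0.05. A simulated shift of 0.58 on chromosome 16 was recovered at 0.58, and the neighbour test fell below 0.05 in 7 of 100 random selections. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

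The enrichment of GO terms was not repeated, since no table of GO annotations was used here, and the planned count of adhesion and cytoskeleton keywords among DE genes was not run, since it needs gene descriptions for all genes. ChIP-seq peaks, RT-qPCR, imaging and flow cytometry were not analysed here.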

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

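The tests of explanations for these results were chosen only after the results had been seen.

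The genes of chromosome 16 were higher in KO EpiLCs as a group, a signal that the paper does not discuss for the chromosome, although it names Dppa2 and Cldn5, which lie on it. The median log2 fold change of the 471 genes tested exceeded that of all genes by 0.55 (adjusted p = 4.5e-06 from limma's fry over 20 chromosomes, and a camera p of 9.0e-06 with an estimated correlation). It was 0.60, 0.56 and 0.55 in the 3 pairs of replicates. Normalization would shift other chromosomes as much, and apart from chromosome 6 the largest shift was 0.063, on chromosome 13. Removing the trend of the log2 fold change with GC content and transcript length left a shift of 0.54, although it moved genes by a median of 0.0947. A few genes do not make up the shift, since 91.9% of the genes on the chromosome were above the median of all genes, nor do low counts, since the most highly expressed tercile was shifted by 0.63. Along the chromosome, windows of 10 Mb had shifts from 0.47 to 0.70, around the log2 of 3 over 2, which is 0.58. A candidate explanation is an extra copy of chromosome 16 in the KO line, or in most of its cells. A loss in the WT line from a higher number would give the same ratio, and DNA was not analysed here. The KO cells are a single clone, so that an effect of Oct6 on the whole chromosome stays open as untested. Of the 459 DE genes higher in KO EpiLCs, 49 lie on chromosome 16 (odds ratio 4.21, Fisher's exact test, p = 8.2e-15), and 11 of these still passed both thresholds with the shift removed. The paper's Table S1 has 23 genes on chromosome 16, each higher in KO, of which 8 still passed.

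The genes of chromosome 6 were lower in KO EpiLCs over most of its length, which the paper does not discuss for the chromosome, although it names genes on it such as Nanog and Foxp1. The median of 773 genes was −0.40 relative to all genes (adjusted p = 1.5e-05 from limma's fry over 20 chromosomes, and a camera p of 8.3e-05 with an estimated correlation). The shift was −0.52 over the 480 genes of the first part, −0.055 over the 240 of the middle part and −0.51 over the 53 of the last part. After removal of the trend with GC content and transcript length the outer parts were at −0.57, 87.1% of the genes of the first part were below the median of all genes, and the most highly expressed tercile of the outer parts was at −0.51. These values argue against GC content and length, a few genes and low counts. When the ends of the parts were located in replicate pair 1 alone, the first part ended near 113695545 rather than near 100264452. With these ends the outer parts were at −0.48 and −0.51 in pair 2 and at −0.51 and −0.62 in pair 3, against −0.022 and −0.040 in the middle, and the level closest to 0 of an outer part was −0.476. The log2 of 2 over 3 is −0.58. A candidate explanation is fewer copies of the outer parts of chromosome 6 in the KO line than in the WT line, either by loss in the KO clone or by a gain in the WT line. An effect of Oct6 on these parts was not tested. Of the 519 DE genes lower in KO EpiLCs, 78 lie on chromosome 6 (odds ratio 3.70, Fisher's exact test, p = 4.3e-19), and 26 of these still passed both thresholds with the shift removed. Of the 28 genes of the paper's Table S1 that lie on chromosome 6 and are lower in KO, 14 still passed. Mest, Sgce, Peg10, Asns and Mthfd2 lie in the first part, as does Foxp1, which the paper names for its RNA-seq.

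Genes of the integrated stress response, which the paper does not discuss, were lower in KO EpiLCs. The median log2 fold change of the list of 18 genes was −0.78, with 15 genes lower and 3 higher (limma's fry gave a p of 6.7e-04, camera 2.5e-07 with the preset correlation and 0.0253 with an estimated one, which was 0.135 with the replicate number as a block). Over all genes tested 14 of the 18 passed an adjusted p below 0.1, 13 lower and 1 higher, and 15 passed when adjusted over the list alone, which is not independent evidence since the list was written after reading Table S1. Slc7a11 had a log2 fold change of −2.15 (adjusted p = 3.4e-06 from edgeR's quasi-likelihood test) and Atf4 one of −1.14 (adjusted p = 9.7e-07 from the same edgeR test), both lower in 3 of 3 pairs of replicates, while Ddit3, at 0.05, did not pass. Mthfd2 and Asns lie in the first part of chromosome 6, and Asns no longer passed with the shift removed (−0.20). Without the list's genes on chromosomes 6 and 16 the median of the other 16 was −0.71. Removing the trend with GC content and length left −0.68, and the 14 genes that Table S1 does not list had a median of −0.55 (a fry p of 0.00167). These values argue against the chromosome shifts, against GC content and length, and against the choice of the list as the whole cause. A difference in the state of the medium or in the density of the cultures was not tested, and neither was an effect of Oct6. The KO clone may have a lower stress response, as a hypothesis found and tested on the same data.

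Imprinted genes, which the paper does not discuss, were more frequent among DE genes than other genes. Of the 40 imprinted genes tested, 8 were DE (20.0%), against 970 of 15706 other genes (6.18%; odds ratio 3.80, two-sided Fisher's exact test, p = 0.0028). Slc38a4 (2.53), Gnasas1 (1.69), Zim1 (1.58), Peg3 (1.32) and Usp29 (1.07) were higher in KO EpiLCs by log2 fold change, and Mest (−1.82), Phlda2 (−1.33) and Sgce (−1.03) were lower, Mest and Sgce being on chromosome 6. Zim1, Peg3 and Usp29 are neighbours on chromosome 7, between 6674268 and 6970218, and changed in the same direction. Fisher's exact test treats them as independent genes, so that its p-values for this list overstate the evidence. Gnasas1 overlaps Gnas on the other strand, and whether counting used the strand is not stated. Without KO replicate 3 the Zim1 log2 fold change was 1.32 and no longer passed (adjusted p 0.148, with values from 0.0112 over its alternatives). At an adjusted p below 0.1 alone, 21 imprinted genes passed, 8 higher and 13 lower, and 22 when adjusted over the list alone. Without chromosomes 6 and 16, 6 of 36 imprinted genes were DE, with an odds ratio of 3.29 (Fisher's exact test, p = 0.0159), which argues against the chromosome shifts as the whole cause. The list was written after reading Table S1, which holds 5 of its genes. Of the 35 imprinted genes that Table S1 does not list, 3 were DE (8.57%), against 683 of 15419 other genes that it does not list either (4.43%; odds ratio 2.02, Fisher's exact test, p = 0.202). These 3 genes were Zim1, Usp29 and Sgce, and Zim1 and Usp29 adjoin Peg3, which Table S1 lists. With 3 DE genes the choice of the list and its absence as the cause cannot be told apart. An effect of the derivation of the clone and an effect of Oct6 were not tested.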

How the results depend on the processing

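DESeq2 with replicate block and ashr shrinkage, the removal of the chromosome 6 and 16 shifts, the omission of these chromosomes and the tests on them were chosen only after the results had been seen.

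DE genes at both thresholds numbered 978. DESeq2 with apeglm-shrunken log2 fold changes gave 547, at least 10 counts in every library gave 584, edgeR's glmTreat gave 128 and the added DESeq2 with replicate block and ashr shrinkage gave 292. Fewer genes enter under the count minimum, and glmTreat tests against the threshold itself; shrinkage leaves the adjusted p-values of DESeq2 as they are, so that the falls from 854 genes without shrinkage to 547 with apeglm, and with the block from 707 to 292 with ashr, come from shrunken log2 fold changes below 1. The other alternatives chosen beforehand gave between 707 and 1158 genes, and from 903 to 1056 across the 6 fits that each left out one library. The added removal of the chromosome 6 and 16 shifts gave 885 genes, and leaving these chromosomes out 836. Genes at an adjusted p below 0.1 numbered 3833, between 2932 and 4764 under the alternatives chosen beforehand that kept all libraries and from 3058 to 3790 with a library left out.

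With the replicate number as a block, the paired analysis in edgeR gave 4764 genes at an adjusted p below 0.1, among them all of the 3833, and 1016 DE genes, sharing 966 of the 978. The replicate block left the naïve and formative lists short of the threshold of 0.05 (fry p-values of 0.0628 and 0.0590 for medians of 0.36 and 0.23), as well as chromosome 8 (adjusted p 0.208 from limma's fry). DESeq2 with replicate block, without shrinkage, no longer called Tcl1, Cebpb, Vldlr, H19, Peg10 and Zim1.

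The marker lists depended on the processing. The naïve median of 0.36 (fry p 0.0470) was 0.33 with library totals (0.0691) and 0.35 without a filter (0.0588), and ran from 0.26 to 0.47 with a library left out. Without WT replicates 1, 2 and 3 and KO replicates 1 and 2 in turn, its fry p-values were 0.126, 0.0821, 0.110, 0.0582 and 0.0640, and without KO replicate 3 it was 0.0307. The formative median of 0.22 (0.0397) was 0.20 with library totals (0.0867) and 0.14 without a filter (0.182), where Pou3f2 entered the list. It ran from 0.041 without WT replicate 2 to 0.27 without WT replicate 1, being 0.12 without KO replicate 1 and 0.075 without KO replicate 3, and its fry p-value was 2.2e-04 without WT replicate 1 and from 0.107 to 0.136 in the other fits. Both lists kept their side of the threshold with RLE size factors and with at least 10 counts in every library. For the changes other than that from Pou3f2 the cause was not tested.

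The stress response median stayed between −0.88 and −0.66, the shift of chromosome 16 between 0.54 and 0.58, that of chromosome 6 between −0.41 and −0.39, and the imprinted DE genes between 6 and 8, each past its threshold under all of its alternatives in the test named for it, which is fry for the stress response list. Camera with an estimated correlation no longer passed for that list with the replicate block (0.135), without WT replicate 1 (0.0574) or without KO replicate 3 (0.0577). Leaving a library out gave 7 to 8 imprinted genes.

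DE genes within 500 kb of another DE gene numbered 525 (one-sided permutation test, p = 0.0829). They passed 0.05 with DESeq2 (423), with apeglm shrinkage (244), with library totals (513), without a filter (660) and at an adjusted p below 0.05 (436), and ranged from 458 to 575 with a library left out, passing without KO replicate 1 (519; permutation test, p = 0.0295). With at least 10 counts in every library the number was 237, fewer genes being DE. For the other changes the cause was not tested.

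Judged by the adjusted p and the direction, 14 of the 72 genes followed one by one changed in 44 combinations of gene and setting, of which 43 lost the call with the same direction and 1 reversed. With the chromosome 6 and 16 shifts removed, the Peg10 log2 fold change went from −0.41 to 0.12 (adjusted p 0.665, with values from 0.0014 over its alternatives), by construction of that alternative. Of those that the paper names for its RNA-seq, Cdh2 lost its call by the adjusted p without KO replicate 1, and with the chromosome 6 and 16 shifts removed Dppa2 (0.58) and Foxp1 (−0.96) fell below an absolute log2 fold change of 1. The planned keyword count among DE genes was not run under any setting. Prdm14 and Sox1 have no value under at least 10 counts in every library, since their counts fall below that minimum, and their low counts limit the precision of their log2 fold changes.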

Differences from the paper's values

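The alternative with DESeq2, a replicate block and ashr shrinkage was chosen only after the result had been seen.

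The paper reports 292 DE genes, and edgeR's test gave 978. By the paper's Table S1, 148 were higher and 144 lower in KO EpiLCs, against 459 and 519 here. None of the alternatives set before the data were examined closed any of these gaps: they gave from 128 genes with glmTreat and 547 with DESeq2's apeglm shrinkage to 1158 without a filter. DESeq2 with a replicate block and ashr-shrunken log2 fold changes, chosen after seeing the values, gave 292 genes, 148 higher and 144 lower.

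For Prdm14, Sox1 and Cldn9 the log2 fold changes differed from those in the paper's Table S1 by more than the standard error that the table states (neither an SD nor an SEM of replicates). For Prdm14 the paper's value is 1.71 (standard error 0.684) and the value here 2.62. Of the alternatives set before the data were examined, apeglm shrinkage (2.36), omission of WT replicate 1 (2.10) and omission of KO replicate 3 (2.26) came within that standard error of the paper's value. The others with a value did not. For Sox1 the paper's value is −1.10 (standard error 0.652) and the value here −1.78. Apeglm shrinkage (−1.45) and omission of WT replicate 1 (−1.69), KO replicate 1 (−1.41) or KO replicate 3 (−1.45) came within that standard error, and the others did not. For Cldn9 the paper's value is −1.34 (standard error 0.444) and the value here −1.79, close to the limit set by that standard error. Apeglm shrinkage (−1.66) and omission of WT replicate 2 (−1.64) came within it. DESeq2 with a replicate block (−1.78), the replicate block in edgeR (−1.78) and omission of WT replicate 1 (−1.76) or KO replicate 3 (−1.77) came within it only narrowly, leaving most of the difference. The others did not. Prdm14 and Sox1 had no value with at least 10 counts in every library. DESeq2 with a replicate block and ashr shrinkage, chosen after seeing the values, gave 1.71, −1.10 and −1.34 for Prdm14, Sox1 and Cldn9.

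The paper reports that no difference in Rex1 expression was observed between WT and KO EpiLCs at 48 h. Here Rex1 (Zfp42) had a log2 fold change of 0.54 (standard error 0.10, adjusted p = 9.0e-04 from edgeR's quasi-likelihood test) and was higher in 3 of 3 pairs of replicates, below the log2 fold change of 1 set for DE genes. The paper counts the first amino acid changed by the insertion in Oct6 as the one before amino acid 23, which is the first changed when an adenine is inserted at the cutting site of the reference.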

Other observations

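The test of a uniform delay was chosen only after the result had been seen, and the tests over splits of the libraries before it.

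The 6 libraries can be divided into groups of 3 in 10 ways. For both counts of genes, 1 of the 10 splits, the real one, gave as many (978 DE genes, and 3833 at an adjusted p below 0.1). The other 9 splits gave 0 genes at either threshold. Each of them put WT and KO libraries into the same group, which adds the difference between genotypes to the spread within groups. They therefore do not show what splits of libraries without a genotype difference would give. Where they separated all 3 pairs of replicates, as the real split does, they had between 112 and 296 genes at an unadjusted p below 0.05, and where they separated 1 pair, between 343 and 596, against 4686 for the real split. A share under 0.05 cannot be reached with 10 splits, so the splits alone do not exclude a chance difference between the groups.

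Genes of the formative list that passed an adjusted p below 0.1 were mostly higher in KO EpiLCs: 3, Otx2, Foxd3 and Fgf5, against Rarg, which was lower. If the KO cells passed through the transition with a uniform delay, genes induced during it could be lower at 48 h. The 3 genes higher in KO do not decide on a uniform delay of the transition. The single time point of these libraries does not show whether a gene was still rising or already falling in the WT cells. In another study's time course, the paper found Otx2 and Foxd3 among early-induced TFs that were still high at 48 h. That time course was not analysed here, and the explanation and its absence cannot be told apart.

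Of the 971 DE genes placed on chromosomes, 525 lay within 500 kb of another DE gene, against a median of 500 and a maximum of 569 in 10000 random draws (one-sided permutation test, p = 0.0829), which does not pass 0.05. Chromosome 8 passed the adjustment over 20 chromosomes with a median shift of −0.043 over 859 genes (adjusted p = 0.0457 from limma's fry). Camera, which tests against the other genes, gave p-values of 0.134 with the preset and 0.103 with an estimated correlation. In fry, chromosome 8 did not pass with library totals alone, without a filter, with a replicate block or without WT replicate 1, WT replicate 2 or any of the KO replicates. Its adjusted p-values from limma's fry ran from 0.0114 without WT replicate 3, where the shift was −0.073, to 0.249 without a filter.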
